# Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia

**DOI:** 10.3389/fphar.2023.1182803

**Published:** 2023-05-15

**Authors:** Liang Tang, Yan Wang, Xujing Gong, Ju Xiang, Yan Zhang, Qin Xiang, Jianming Li

**Keywords:** vascular dementia, insulin, multi-omics, hippocampus, integrated analysis

## Abstract

**Introduction:** Insulin has an effect on neurodegenerative diseases. However, the role and mechanism of insulin in vascular dementia (VD) and its underlying mechanism are unknown. In this study, we aimed to investigate the effects and mechanism of insulin on VD.

**Methods:** Experimental rats were randomly assigned to control (CK), Sham, VD, and insulin (INS) + VD groups. Insulin was administered by intranasal spray. Cognitive function was evaluated using the Morris's water maze. Nissl's staining and immunohistochemical staining were used to assess morphological alterations. Apoptosis was evaluated using TUNEL-staining. Transcriptome and metabolome analyses were performed to identify differentially expressed genes (DEGs) and differentially expressed metabolites (DEMs), respectively.

**Results:** Insulin significantly improved cognitive and memory functions in VD model rats (*p* < 0.05). Compared with the VD group, the insulin + VD group exhibited significantly reduced the number of Nissl's bodies numbers, apoptosis level, GFAP-positive cell numbers, apoptosis rates, and p-tau and tau levels in the hippocampal CA1 region (*p* < 0.05). Transcriptomic analysis found 1,257 and 938 DEGs in the VD vs. CK and insulin + VD vs. VD comparisons, respectively. The DEGs were mainly enriched in calcium signaling, cAMP signaling, axon guidance, and glutamatergic synapse signaling pathways. In addition, metabolomic analysis identified 1 and 14 DEMs between groups in negative and positive modes, respectively. KEGG pathway analysis indicated that DEGs and DEMs were mostly enriched in metabolic pathway.

**Conclusion:** Insulin could effectively improve cognitive function in VD model rats by downregulating tau and p-tau expression, inhibiting astrocyte inflammation and neuron apoptosis, and regulating genes involved in calcium signaling, cAMP signaling, axon guidance, and glutamatergic synapse pathways, as well as metabolites involved in metabolic pathway.

## Introduction

Vascular dementia (VD) is a chronic progressive disease that is characterized by mental and cognitive impairment resulting from various cerebrovascular diseases including hypertension, diabetes, hyperlipidemia, cerebral infarction, cerebral hemorrhage, and chronic cerebral ischemia (O'Brien and Thomas, 2015; Iadecola, 2013; Wolters and Ikram, 2019; Lyu et al., 2020; Rajeev et al., 2022). Among the many causes of dementia, VD is the second most common cause after Alzheimer’s disease (AD) (Chang and Chang, 2022). Although an impaired cholinergic system, toxic effects of excitatory amino acids (EAAs), altered synapses and synaptic plasticity, inflammatory responses, and genetic factors have been described to contribute to the development of VD, there is still a lack of understanding about the pathogenesis of VD (Tarkowski, 2002; Ikram et al., 2017; Zhang et al., 2018; Kozubski et al., 2021).

Impairment of brain energy metabolism is one of the main features of neurodegenerative diseases including VD, Parkinson’s disease (PD), and AD (Li D. P. et al., 2001; Costantini et al., 2008; Perneczky et al., 2008). Patients with VD showed decreased cerebral glucose metabolism in a wide range of cortical areas, and low metabolism was found in the corticohypothalamus and caudate nucleus. Kerrouche et al. (2006) reported that lower glucose metabolism was found mainly in the hippocampal region and orbitofrontal, posterior cingulate, and posterior parietal cortices of VD patients compared to AD patients. In addition, insulin resistance (IR) was reported to play an important role in the pathogenesis of VD, which could promote the metabolism of β-amyloid (Aβ) and tau proteins, and lead to metabolic disorders, and ultimately cognitive dysfunction (Leonard and Wegener, 2020). IR can dysregulate oxygen metabolism in brain tissue, leading to an increase in glycosylation product levels and impairment of cerebrovascular endothelial function, resulting in cerebrovascular atherosclerosis, narrowing of the cerebrovascular lumen and reduction in blood perfusion, which in turn leads to cognitive impairment (Pugazhenthi et al., 2017). Thus, it is possible that therapeutic options used for the treatment of diabetes may also be used for the prevention and treatment of VD.

Insulin is an important hormone in regulating blood glucose levels. Recent studies have demonstrated that insulin and its receptors are present in the human and mammalian central nervous systems (CNS) (Park, 2001; Qeva et al., 2022). There is a strong relationship between insulin and learning memory, anti-apoptosis, neurogenesis, and synaptic plasticity in the CNS (Xing et al., 2009; Bayram et al., 2022). Currently, studies on insulin use for dementia focus mostly on AD patients, while the treatment of VD is rarely reported (Chapman et al., 2018; Akhtar and Sah, 2020; Chung et al., 2022). Sain et al. (2011) revealed that insulin could protect the hippocampus against cerebral ischemic injury in VD rat models and cognitive function can be improved after administration of an insulin sensitizer. Studies on ischemic brain injury in animals have shown that insulin reduces ischemic brain injury independent of hypoglycemia, indicating a central direct protective effect (Voll and Auer, 1991; Lioutas et al., 2015). The research on polypeptide drug delivery routes focuses on mucosal delivery based on nasal mucosa, pulmonary mucosa, and rectal mucosa (Chono, 2009; Bernocchi et al., 2016; Bamberg et al., 2021). However, intranasal administration has the advantages of rapid absorption, rapid onset, avoidance of hepatic first-pass effects, high bioavailability, ease of use, and direct delivery of drugs to the brain by bypassing the blood-brain barrier. William Frey II has first proposed and patented intranasal administration for the direct delivery of therapeutics to the CNS (Frey, 1991; Frey, 1997; Frey, 2001). The effect of intranasal insulin administration on AD and PD has been widely reported (Hallschmid, 2021; Iravanpour et al., 2021). Jauch-Chara et al. (2012) revealed that intranasal insulin reduces food consumption via enhancement of the neuroenergetic level. However, little is known concerning the effect of intranasal insulin on VD and the underlying mechanism.

Multi-omics analysis, including genomics, transcriptomics, proteomics and metabolomics analysis, is an effective tool for finding new targets or mechanisms (Jiang et al., 2022; Park et al., 2022). Since the differentially expressed genes obtained by a single transcriptome analysis act on a variety of substances in metabolic pathways, the factor causing the accumulation of metabolites cannot be directly determined (Advani and Kumar, 2021). However, metabolomics can identify differences in specific metabolite types and ion abundance in related pathways, which is of great importance for the comprehensive analysis of metabolite biosynthesis regulation related to the occurrence and development of diseases (Wang et al., 2011). Therefore, it is possible to fully explore the molecular mechanism of insulin intervention in the occurrence and development of VD by combining transcriptomic and metabolomic analyze.

To identify new theoretical VD-related targets of insulin treatment, the present study was designed to investigate the effect of insulin on bilateral common carotid artery ligation (2-VO) induced VD model rats and to combine and analyze the deregulated transcriptome and metabolome profiles of VD model rats treated with intranasal insulin.

## Materials and methods

### Animal management

All animal experiments were conducted at the Neuroscience and Behavioral Research Center of Changsha Medical College. The experimental procedure followed ethical standards and the Declaration of Helsinki, as well as national and international standards. The research procedure was approved by the Ethics Committee of Changsha Medical University (CSMUE-20220182). Sixty Sprague-Dawley (SD) rats (male, 300 ± 25 g, 6 months old) were purchased from Hunan Slyke Jingda Biotechnology Co., Ltd. The rats were housed under controlled conditions (temperature: 23°C ± 0.6°C, relative humidity: 55% ± 8%, light and dark period = 12 h:12 h). After adaptive feeding for 7 days, rats were randomly assigned to 4 groups (n = 15): (1) control (CK) group, (2) sham group (3) VD group, (3) insulin (INS) + VD group. Rats in the CK group did not receive any treatment. Rats in the sham group underwent separation of the carotid artery without ligation. Rats in the other 2 groups underwent 2-VO. The 2-VO procedure was performed according to Xu et al. (2012). The corresponding drugs were administered by intranasal spray once daily for 8 weeks starting on the 1^st^ postinjury day. The limbs of mice were fixed in the horizontal position and the neck was kept straight to ensure smooth breathing. A total of 1U/10 μL insulin was dripped alternately through both nostrils using a microdoser (10 μL). After the infusion, the mice remained in position for 5–10 s to ensure that the fluid was fully absorbed. The dose and duration of insulin treatment followed the studies conducted by Zeng et al. (2013) and Wu et al. (2019).

(1) CK group: normal saline (0.9%), 0.5 mL/d;
(2) Sham group: normal saline (0.9%), 0.5 mL/d;
(3) VD group: normal saline (0.9%), 0.5 mL/d;
(4) Insulin (INS) + VD group: 1 U/kg/d;

### Morris water maze

The Morris water maze test, which tests spatial navigation, was performed on the 50th −56th postinjury days. The procedure of the Morris water maze test followed the study conducted by Vorhees and Williams (2006). The ethological data collection procedure followed our previous studies (Li D. P. et al., 2001; Li X. G. et al., 2001; Tang et al., 2019).

### Tissue collection

Rats were peritoneally anesthetized with pentobarbital sodium (40 mg/kg). Six whole brain samples were placed in 4% paraformaldehyde for morphological analysis. The other 6 whole brains and 3 hippocampal tissues were frozen in liquid nitrogen and then placed in a −80°C refrigerator separately for further metabolomic and transcriptomic analysis.

### Nissl’s staining

Nissl staining was used to determine the distribution of Nissl’s body in the CA1 region of the hippocampus. Tissue sections were placed in the following solutions in order: xylene (15 min), xylene (15 min), anhydrous ethanol (5 min), anhydrous ethanol (5 min), 90% alcohol, 75% alcohol (5 min), and tap water. Nissl’s stain (tolonium chloride) was added and incubated for 5 min. Tissue sections were then differentiated with 1% glacial acetic acid for 2–3 s. Finally, the sections were cleared with xylene for 5 min and examined under a microscope.

### Immunohistochemistry

Postfixed brain tissue blocks (0.5 cm^3^) were immersed in 20%–40% sucrose with 0.1 M phosphate buffer solution (PBS), precipitated sugar in a gradient at 4°C, and then stored in a −80°C refrigerator. 20 μm sections from each sample were collected and placed in culture plates filled with PBS (0.01 M, pH = 7.2), and then transferred to antifreeze cache solution for storage at −20°C. Warmed brain tissue sections were placed in a reaction tube containing 5% normal horse serum and incubated at room temperature for 2 h. Primary antibodies (Anti-p-tau (181) (1:500) (Abcam, Massachusetts, United States); anti-tau (1:500) (Abcam, Massachusetts, United States); anti-Aβ_1-42_ (1:800) (Abcam, Massachusetts, United States); anti-GFAP (1:1,000) (Abcam, Massachusetts, United States) were added and incubated at room temperature for 2 h and at 4°C overnight. Tissues were selected in biotinylated broad-spectrum IgG (PAN:5% horse serum = 1:200) and incubated at room temperature for 2 h. Biotin-vitalin-horseradish peroxidase (ABC) complex was added to 0.01 M PBST buffer and incubated at room temperature for 2 h. The tissues were placed in 0.05% diaminobenzidine (DAB) dye solution, and then 0.03% H_2_O_2_ was added sequentially after preincubation. The tissue patch was immersed in the hematoxylin dye solution for color observation. Sections were then dehydrated through a series of 80%, 90%, 100%, and 100% graded alcohols, cleared twice through xylene, and then embedded in neutral resin.

### TUNEL staining

The tissue sections were sequentially washed in xylene Ⅰ (20 min), xylene Ⅱ (20 min), anhydrous ethanol Ⅰ (10 min), anhydrous ethanol Ⅱ (10 min), 95% alcohol (5 min), 90% alcohol (5 min), 80% alcohol (5 min), 70% alcohol (5 min), and distilled water. Then the cells were covered with protease K and incubated at 37°C for 15 min. The tissues were washed in PBS (pH = 7.4), covered with a film-breaking working solution, incubated at room temperature, and then washed in PBS (pH = 7.4). TUNEL staining was performed using a one-step TUNEL cell apoptosis detection kit (#C1088, Beyotime, Beijing, China). The cells were observed using a fluorescence microscope (Olympus, BX53, Japan.). Morphological changes in the hippocampal CA1 region were measured using Image-Pro Plus 5.1 software (Media Cybernetics, Inc., Bethesda, United States) (https://imagej.en.softonic.com/). The integrated optical density (IOD) of immunoreactivity was analyzed using OptiQuant software (Parkard Instruments, Meriden, CT).

### Transcriptome profiling analysis

Total RNA was extracted from the hippocampus using TRIzol reagent (#R0016, Beyotime, Beijing, China). RNA purity and concentration were determined by ultraviolet spectrophotometry (NanoDrop, Thermo Fisher Technology Company, United States). RNA was selected with an optical density (OD) between 1.8 and 2.0.

The mRNA was enriched with oligo (dT) using magnetic beads, and the mRNA was cleaved into short fragments by adding the cleavage reagent. The fragmented mRNA was used as a template to synthesize one cDNA strand with six-base random primers, and then a two-strand synthesis reaction system was prepared to synthesize double-stranded cDNA, and the double-stranded cDNA was purified using a kit (#A63987, Beckman, America). The purified double-stranded cDNA was then terminally repaired, a tail was added, and a sequencing linker was connected. Then, fragment size selection was performed, and PCR amplification was performed. After the constructed library was qualified by an Agilent 2,100 Bioanalyzer (Agilent, United States). An Illumina HiSeqTM 2,500 sequencer (Hiscan, United States) was used for sequencing. Illumina sequencing was performed at CapitalBio Technology Co., Ltd. (Beijing, China).

Clean sequences were compared to reference genome sequences using HISAT2 software (https://daehwankimlab.github.io/hisat2/). Gene expression levels were calculated using the fragments per kilobase of transcript per million fragments mapped (FPKM) method. Differential expression analyses between the two comparisons (VD vs. CK, insulin + VD vs. VD, with three biological replicates per treatment) were performed using the limma package (1.10.1). Gene with a |log_2_ fold change (FC)|≥1 and an adjusted *p*-value < = 0.05 was considered differentially expressed gene (DEG). Cluster analysis of differential gene expression patterns was performed using the R package. Gene Ontology (GO) annotation (cell components, biological process, and molecular function) (http://www.ebi.ac.uk/QuickGO/) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment (http://www.genome.jp/kegg/) analyses of DEGs were applied.

### Validation of functional gene expression

Three hippocampal RNA samples from the CK, VD, and INS + VD groups were tested. RNA was reverse transcribed into cDNA using Prime-Script™ RT Master Mix (#RR036A, Takara, Japan). qPCR was performed using SYBR^®^Premix^Ex^ Taq™ (#DRR081A, Takara, Japan) on an ABI 7,500 system (ABI, United States). β-Actin expression levels were used as standardized internal control. RNA expression levels were calculated using the 2^−ΔΔCt^ method. Primer sequences are listed in Supplementary Table S1.

### Metabolome profiling analysis

Six hippocampal samples from 3 groups were homogenized using a grinder (30 HZ). A 400 μL solution (methanol: water = 7:3, v/v) containing an internal standard was added. A 300 μL supernatant was collected and stored at −20°C for 30 min. The samples were then centrifuged at 12,000 rpm for 3 min (4°C). A 200 μL aliquot of the supernatant was subjected to LC-MS analysis with the following analytical conditions: UPLC: column, Waters ACQUITY UPLC HSS T3 C18 (1.8 µm, 2.1 mm*100 mm); column temperature, 40°C; flow rate, 0.4 mL/min; injection volume, 2 μL; solvent system, water (0.1% formic acid): acetonitrile (0.1% formic acid); gradient program, 95:5 V/V at 0 min, 10:90 V/V at 11.0 min, 10:90 V/V at 12.0 min, 95:5 V/V at 12.1 min, 95:5 V/V at 14.0 min. The metabolome profiling analysis was performed at CapitalBio Technology Co., Ltd. (Beijing, China).

Unsupervised principal component analysis (PCA) and hierarchical cluster analysis (HCA) were performed using PRCOMP and Complex Heatmap in the R package (www.r-project.org), respectively. DEMs were selected by variable importance in projection (VIP) (VIP ≥ 1), *p*-value (*p*-value ≤ 0.05, Student’s t-test) and absolute Log_2_FC (|Log_2_FC| ≥ 1.0) in two-group analysis. The orthogonal partial least-squares-discriminant analysis (OPLS-DA) results were generated from the R package (Metabo analyst R). Cluster analysis of differentially expressed metabolite (DEM) expression patterns was performed by using the R package. DEMs were annotated using the KEGG compound database (http://www.kegg.jp/kegg/compound/).

### Combined analysis of the transcriptome and metabolome

The KEGG pathways in which DEMs and DEGs were both involved were analyzed based on the results of the transcriptome and metabolome. To detect the upstream and downstream relationships between DEGs and DEMs in regulatory networks, a metabolite regulatory network containing compounds, reactions, enzymes, and genes based on KEGG interaction data was constructed by using Cytoscape (MetScape plugin).

### Statistical analysis

SPSS 25.0 was used for statistical analysis (IBM, United States). For continuous variables, the normal distribution test was performed first. Measurement data conforming to a normal distribution were expressed as the mean ± standard deviation (±s), and one-way ANOVA was used to compare groups. If the variances were homogeneous, the least Significant Difference (LSD) test was used to compare between groups. When variances were not homogeneous, the Welch approximate *F* test was used to compare components. *p* < 0.05 indicated a statistically significant difference.

## Results

### Insulin improves the cognitive function of VD rat

The escape latencies of the CK, Sham, VD, and INS + VD groups were 32.1 ± 3.81, 31.5 ± 2.34, 59.7 ± 4.53, and 40.2 ± 4.09, respectively. The mean escape latency in the Sham group not significantly changed compared with that of the CK group (*p >* 0.05). The mean escape latency in the VD group significantly increased compared to the CK group (*p* < 0.05). After treated with insulin, the mean escape latency in the INS + VD group significantly decreased compared with the VD group (*p* < 0.05). The number of hidden platform crossings in the CK, Sham, VD, and INS + VD groups were 4.3 ± 0.52, 4.0 ± 0.31, 1.2 ± 0.36, and 3.2 ± 0.37, respectively. The number of crossing the hidden platform crossings in the Sham group not significantly changed compared with that of the CK group (*p >* 0.05). The number of hidden platform crossings in the VD group significantly reduced compared to the CK group (*p* < 0.05). After treated with insulin, the number of hidden platform crossings in the INS + VD group significantly increased compared with that of the VD group (*p* < 0.05). (Figure 1). The results suggest that insulin treatment can significantly improve the learning and memory abilities of VD model rats.

**FIGURE 1:**
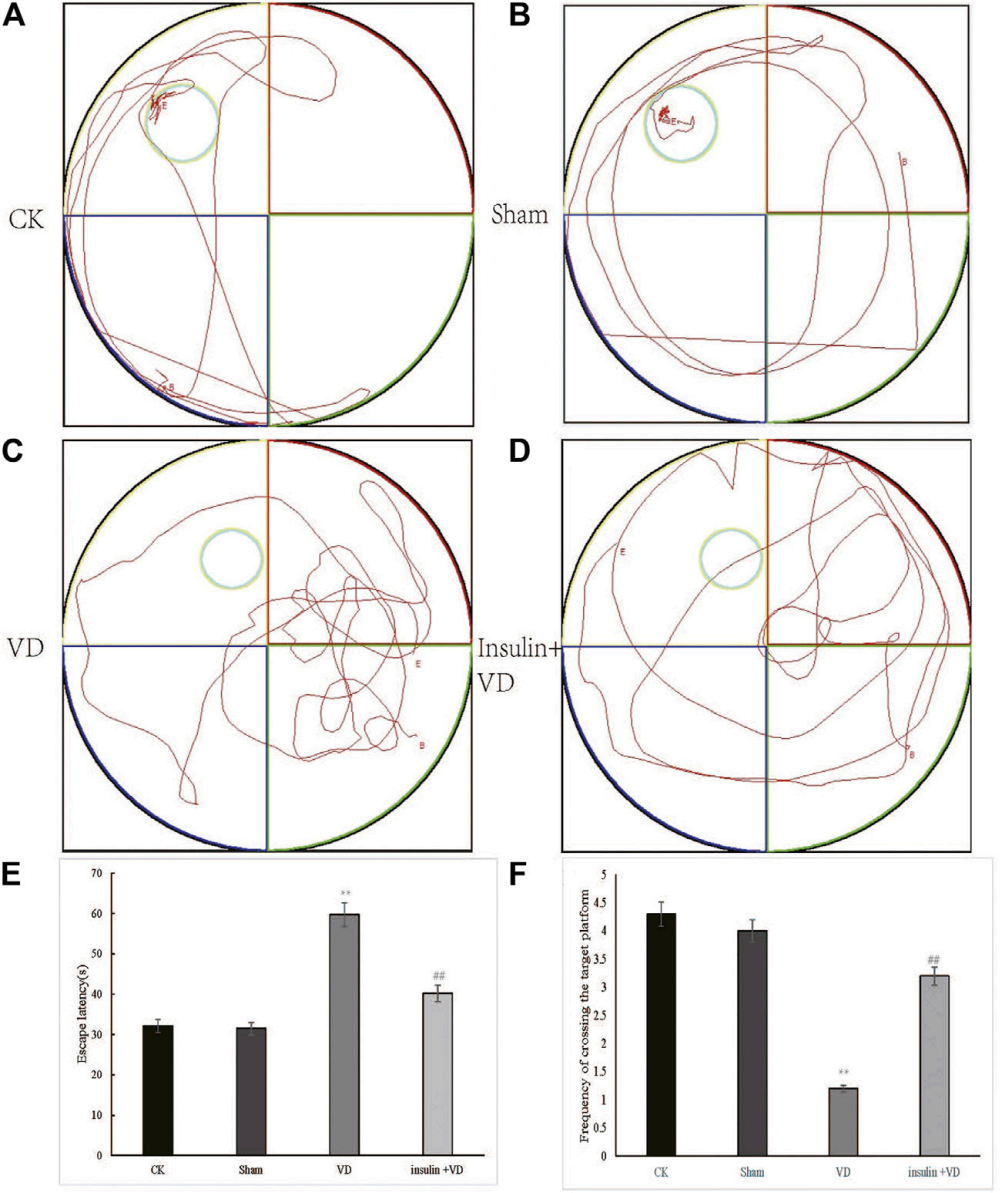
Testing of spatial learning and memory in CK, Sham, VD and Insulin + VD groups by Morris’s water maze **(A–D)**. Swimming trajectory of rats **(A)** CK; **(B)** Sham; **(C)** VD; **(D)** Insulin + VD **(E)**. Significant difference of escape latency between VD vs. CK(**p < 0.05) and Insulin + VD vs. VD (^##^ *p* < 0.05) were observed (*n* = 15/group) **(F)**. Significant difference of the frequency of crossing the target platform between VD vs. CK(**p < 0.05) and Insulin + VD vs. VD (^##^ *p* < 0.05) were detected. Data are expressed as the mean ± standard error of the mean (SEM) (*n* = 15/group). “**” indicating significant difference between VD and CK groups (*p* < 0.05). “^##^” indicating significant difference between Insulin + VD and VD groups (*p* < 0.05).

### Insulin protects against VD-induced neural apoptosis and neuroinflammation

As shown in Figures 2A–H, the neurons in the CA1 region of the hippocampus of rats in the CK, Sham, and INS + VD groups were regularly arranged, slightly nuclear stained, and clearly cytoplasmic stained. The arrangement of the neurons in the hippocampal CA1 region of rats in the VD group was disordered. The distance between the cells increased. The IOD of Nissl’s bodies in the Sham group (24.67 ± 5.2) was similar with that in the CK group (25.18 ± 5.1) (*p* > 0.05). The IOD of Nissl’s body in the VD group (15.12 ± 3.2) was significantly reduced compared to the CK group (25.18 ± 5.1) (*p* < 0.05). After treated with insulin, the IOD of Nissl’s body in the INS + VD group (22.59 ± 2.7) significantly increased compared to the VD group (15.12 ± 3.2) (*p* < 0.05) (Figure 2I).

**FIGURE 2:**
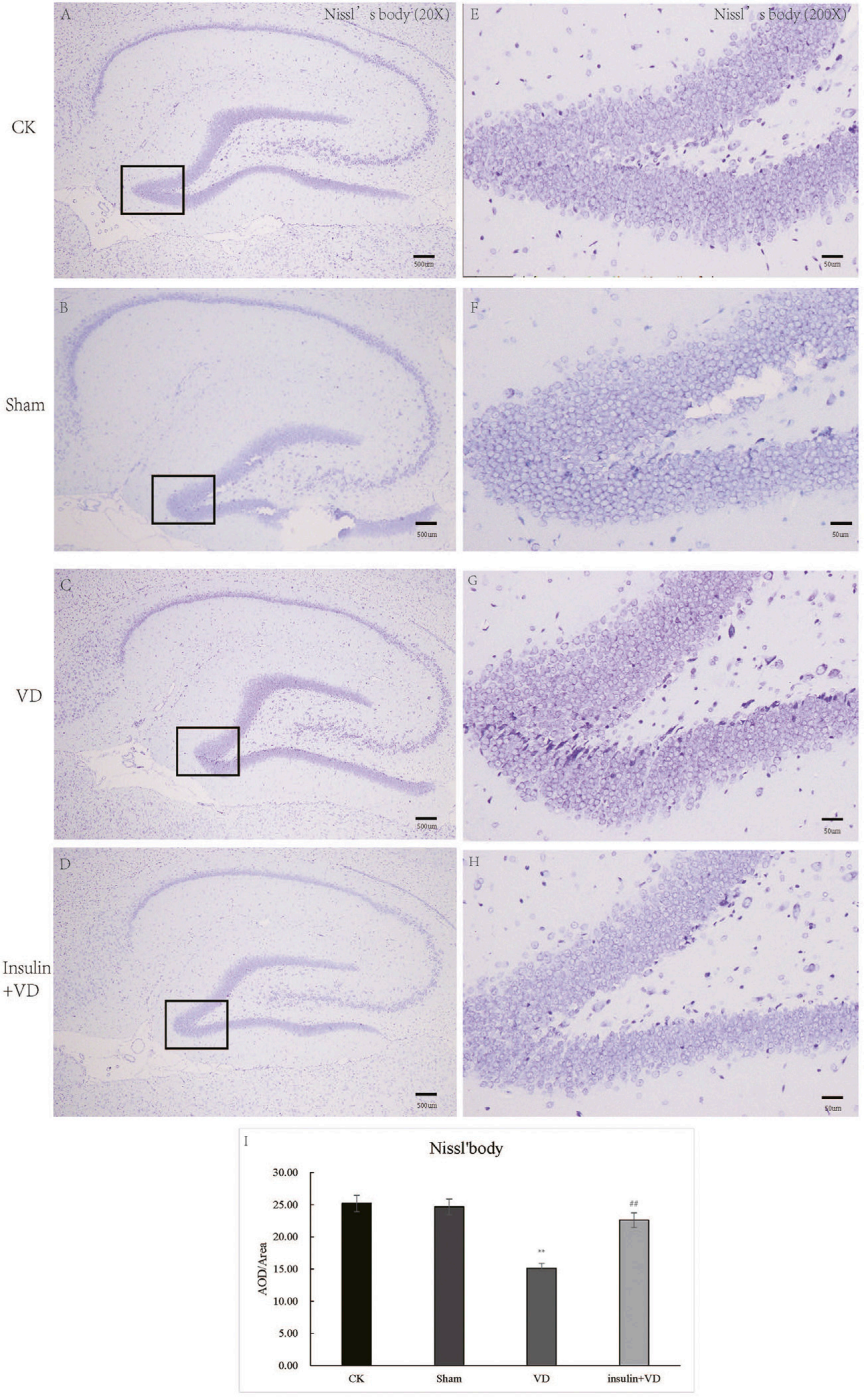
The Nissl staining of hippocampus in CK, Sham, VD and Insulin + VD groups **(A–H)**. The results of Nissl staining **(A–D)**. Nissl staining in the CK, Sham, VD and Insulin + VD groups (20X) **(E–H)**. Nissl staining in the CK, Sham, VD and Insulin + VD groups (200X). **(I)**. The comparison of the number of pyramidal neurons in the CK, Sham, VD and Insulin + VD groups. Data was expressed as the mean ± standard error of the mean (SEM). (*n* = 15/group in each group). “**” indicating significant difference between VD and CK groups (*p* < 0.05). “^##^” indicating significant difference between Insulin + VD and VD groups (*p* < 0.05).

The nuclei of tunnel-stained apoptotic neurons were green in color. Compared with the CK group, large number of apoptotic neurons were seen in clusters in the hippocampal CA1 region in the VD group. The proportion of TUNEL-staining positive cells in the hippocampal CA1 region was significantly increased in the VD group compared with that in the CK group (*p* < 0.05), indicating that ischemia might induce neuron apoptosis. And the proportion of TUNEL-staining positive cells in the hippocampal CA1 region exhibited significantly reduced in the INS + VD group compared to the VD group (*p* < 0.05), indicating that insulin might inhibit apoptosis (Figure 3).

**FIGURE 3:**
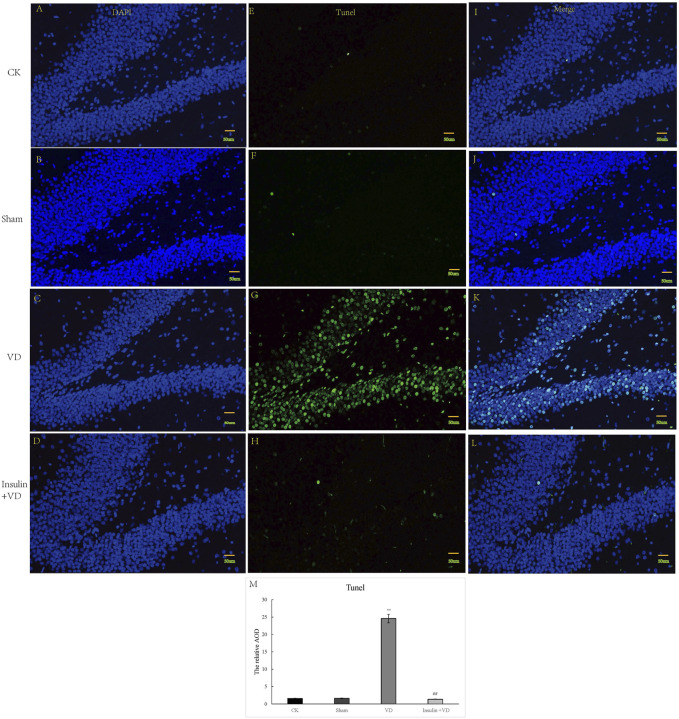
The tunnel staining of hippocampus in CK, Sham, VD and Insulin + VD groups **(A–M)**. The results of DAPI fluorescence in the CK, Sham, VD and Insulin + VD groups (200X) **(A–D)**. The tunnel fluorescence in the CK, Sham, VD and Insulin + VD groups (200X) **(E–H)**. The merged fluorescence in the CK, Sham, VD and Insulin + VD groups (200X) **(I-L)**. The comparison of tunneling staining in the CK, Sham, VD and Insulin + VD groups **(M)**. Data was expressed as the mean ± standard error of the mean (SEM). (*n* = 15/group in each group). “**” indicating significant difference between VD and CK groups (*p* < 0.05). “^##^” indicating significant difference between Insulin + VD and VD groups (*p* < 0.05).

As shown in Figure 4, the IODs of GFAP in CA1 region of hippocampus were similar in CK (161.9 ± 29.64) and Sham (168.2 ± 27.37) groups (*p* > 0.05). Compared to the CK group, GFAP IOD were significantly increased in VD group (1,391.9 ± 220.4) (*p* < 0.05). While, GFAP IOD was significantly decreased in INS + VD (293.9 ± 36.6) groups, when compared to the VD group (*p* < 0.05) (Figure 4).

**FIGURE 4:**
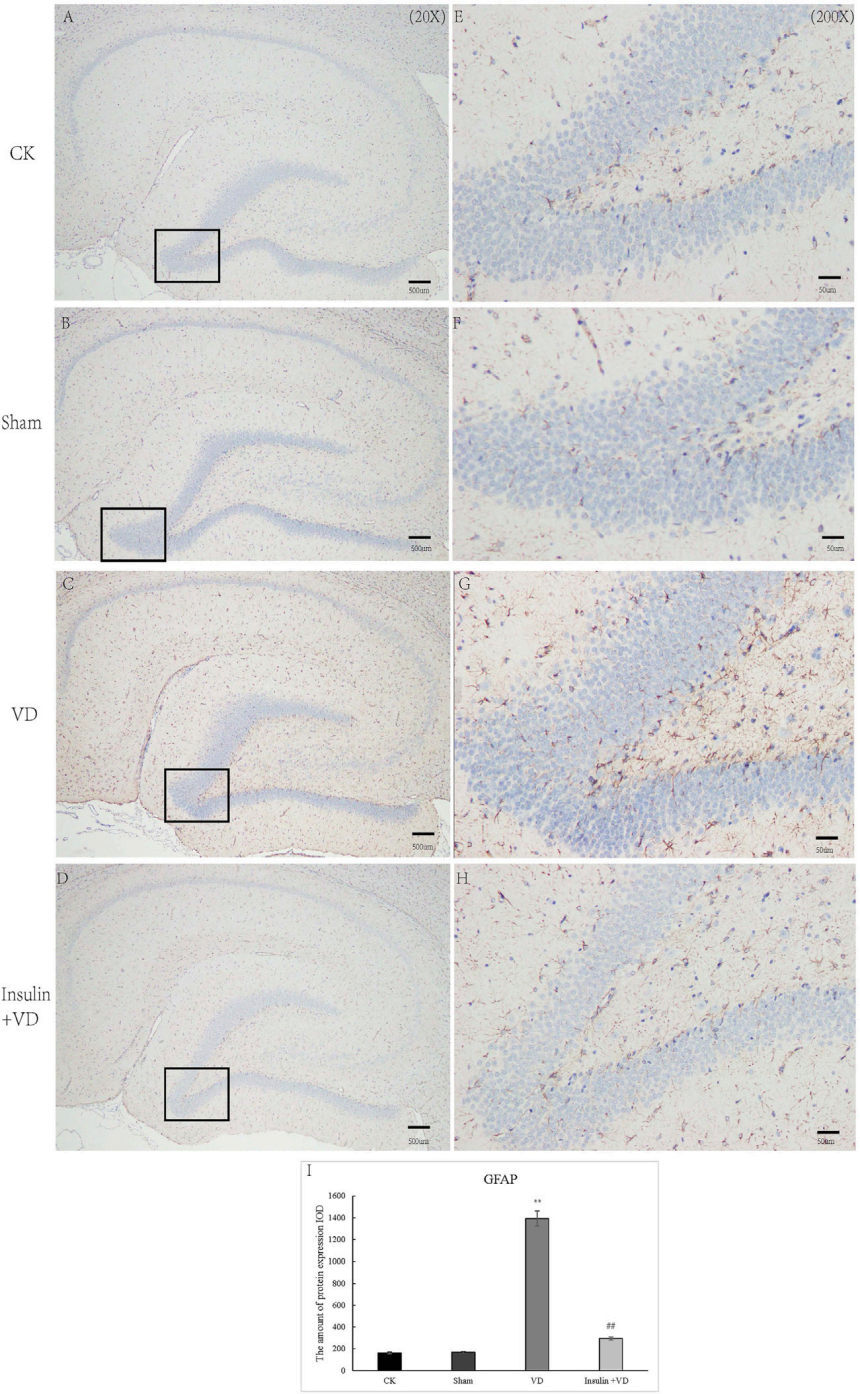
The distribution of GFAP immunolabeling across the brains in the CK, Sham, VD and Insulin + VD groups **(A–D)**. The distribution of GFAP immunolabeling in the CK, Sham, VD and Insulin + VD groups (20X) **(E–H)**. The distribution of GFAP immunolabeling in the CK, Sham, VD and Insulin + VD groups (200X) **(I)**. The comparison of GFAP immunolabeling in the CK, Sham, VD and Insulin + VD groups. Data was expressed as the mean ± standard error of the mean (SEM). (*n* = 15/group). “**” indicating significant difference between VD and CK groups (*p* < 0.05). “^##^” indicating significant difference between Insulin + VD and VD groups (*p* < 0.05).

### The effect of insulin on tau, p-tau, and Aβ_1-42_ activity

There was no significant difference for IODs of p-tau and tau between CK and Sham groups (*p* > 0.05). The IODs of p-tau and tau were significantly increased in the VD group compared with that in the VD group (*p* < 0.05). And, compared to the VD group, a significantly lower IODs of p-tau and tau were detected in the INS + VD group (*p* < 0.05). In addition, there was no significant difference for IOD of Aβ_1-42_ between CK, Sham, VD, and INS + VD groups (*p* > 0.05) (Figure 5), indicating that insulin might reduce the level of p-tau and tau, but not Aβ_1-42_.

**FIGURE 5:**
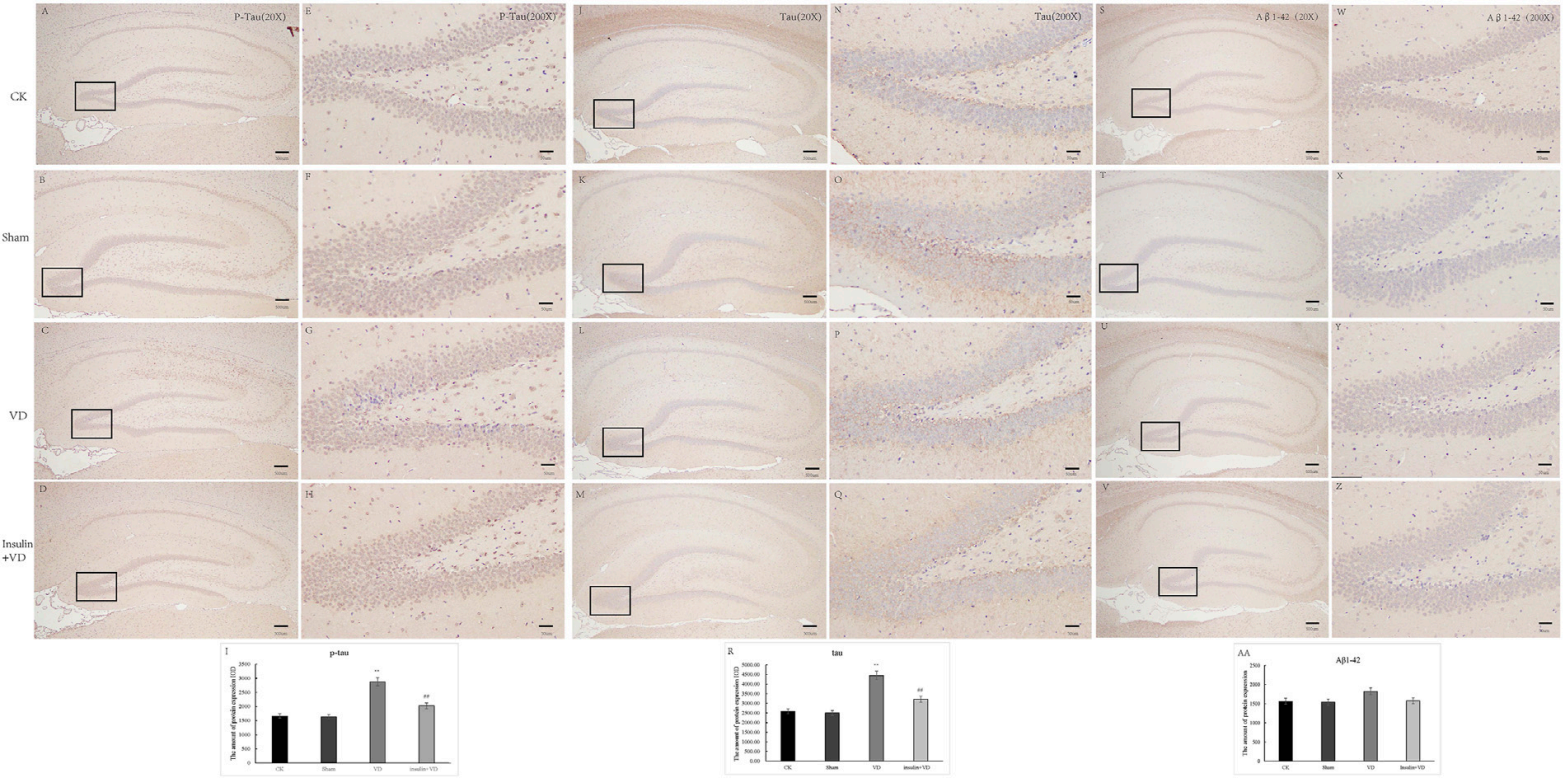
The distribution of p-Tau, Tau and Aβ_1-42_ immunolabeling across the brains in the CK, Sham, VD and Insulin + VD groups **(A–D)**: The distribution of p-Tau immunolabeling in the CK, VD and Insulin + VD groups (20X) **(E–H)**. The distribution of p-Tau immunolabeling in the CK, Sham, VD and Insulin + VD groups (200X) **(I)**. The comparison of p-Tau immunolabeling in the CK, Sham, VD and Insulin + VD groups **(J–M)**. The distribution of Tau immunolabeling in the CK, Sham, VD and Insulin + VD groups (20X) **(N–Q)**. The distribution of Tau immunolabeling in the CK, Sham, VD and Insulin + VD groups (200X) **(R)**. The comparison of Tau immunolabeling in the CK, Sham, VD and Insulin + VD groups **(S–V)**. The distribution of Tau immunolabeling in the CK, Sham, VD and Insulin + VD groups (20X) **(W–Z)**. The distribution of Tau immunolabeling in the CK, Sham, VD and Insulin + VD groups (200X) **(AA)**. The comparison of Tau immunolabeling in the CK, VD and Insulin + VD groups. Data was expressed as the mean ± standard error of the mean (SEM). (*n* = 15/group). “**” indicating significant difference between VD and CK groups (*p* < 0.05). “^##^” indicating significant difference between Insulin + VD and VD groups (*p* < 0.05).

### Different expression genes (DEGs) screened

In total, 43.17 Gb of data were obtained from the transcriptome analysis. 

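Hippocampal RNA was sequenced from 3 groups of 3 samples each, the CK control group, the VD group with ligated carotid arteries and the INS + VD group. INS + VD rats received intranasal insulin at 1 U/kg per day for 8 weeks, and CK and VD rats received 0.9% saline at 0.5 mL per day. The deposited table lists FPKM, fragments scaled by transcript length and by the mapped fragments of the library, for 21138 genes with rat Ensembl identifiers. The authors calculated these values after aligning clean reads with HISAT2, and the paper's text names neither the counting program nor the genome build, while the notes of the submission name a mouse build. The FPKM of a library added up to 453716 (INS + VD replicate 3) to 635759 (VD replicate 1). Genes above 0 FPKM numbered 14428 in VD replicate 1 and 17441 to 18088 in the other 8 libraries. VD replicate 1 was at 0 for 568 genes that exceeded 1 FPKM in each of the 8 other libraries. Group differences were fitted with limma on log2(FPKM + 1) for the 15099 genes with at least 0.5 FPKM in at least 3 of the 9 libraries. This scale understates fold changes of genes near or below 1 FPKM. The paper states 3 biological replicates per treatment and 3 frozen hippocampal tissues, without saying how these relate to single rats, and the p-values measure the spread between these samples.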

The effective data of each sample were distributed between 6.67 and 6.94G. Q30 bases were found in 92.46–93.38% of the data, and the average GC content was 50.55%. DEGs from the three-treatment comparison (CK vs. VD vs. INS + VD) with a |fold change| ≥ 1 and FDR < 0.05 (Figures 6A, B) were obtained. Hierarchical clustering of the DEGs based on the FPKM values showed the expression pattern of genes in the three-treatment comparison (CK vs. VD vs. INS + VD) (Figure 6C). 

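Libraries of the same treatment did not always resemble each other most. CK replicates 1 and 2 and INS + VD replicates 1 and 3 lay close together, whereas VD replicate 1 lay alone on the first principal component, which held 44.6% of the variance. CK replicate 3, VD replicate 2 and INS + VD replicate 2 lay apart on the second component (21.1%). Gabra6 and Cbln3, genes of cerebellar granule cells, reached 501 and 321 FPKM in CK replicate 3 and at most 0.884 and 0.791 FPKM elsewhere. Hoxb5, a transcription factor gene of the hindbrain, was at 24.0 FPKM in VD replicate 2 and 0 FPKM elsewhere. Tbx21 and Doc2g, genes of olfactory bulb output neurons, were at 8.87 and 101 FPKM in VD replicate 1 and 22.2 and 128 FPKM in VD replicate 3, and at most 0.166 and 3.99 FPKM in the 7 others. The mean Spearman correlation across genes was 0.904 within CK, 0.803 within VD and 0.934 within INS + VD, against 0.827 between VD and CK and 0.922 between INS + VD and CK. No test was applied to these similarities.

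**Figure D1:**
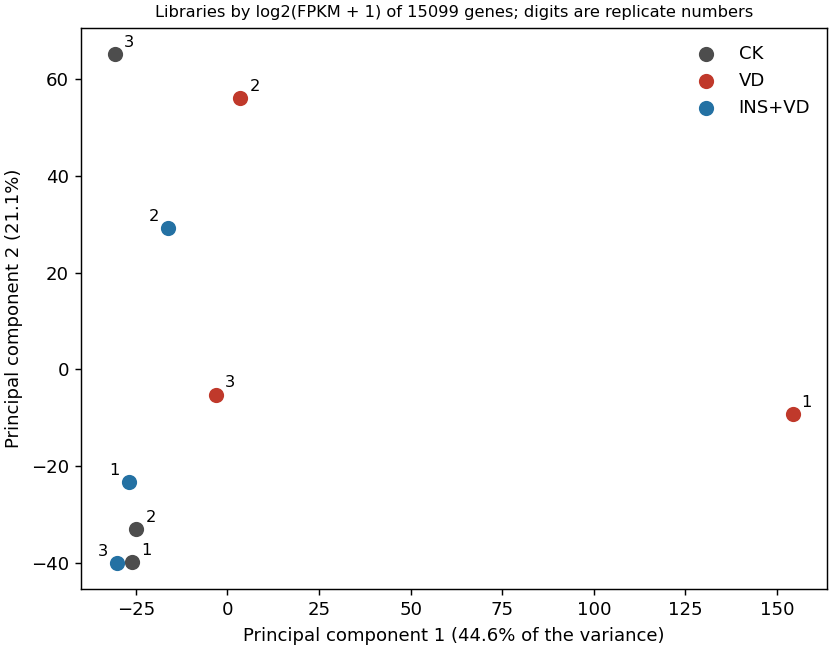
First and second principal components of log2(FPKM + 1) over 15099 genes, 1 point per library, coloured by group. VD replicate 1 lies far from the 8 other libraries on the first component.

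**Figure D2:**
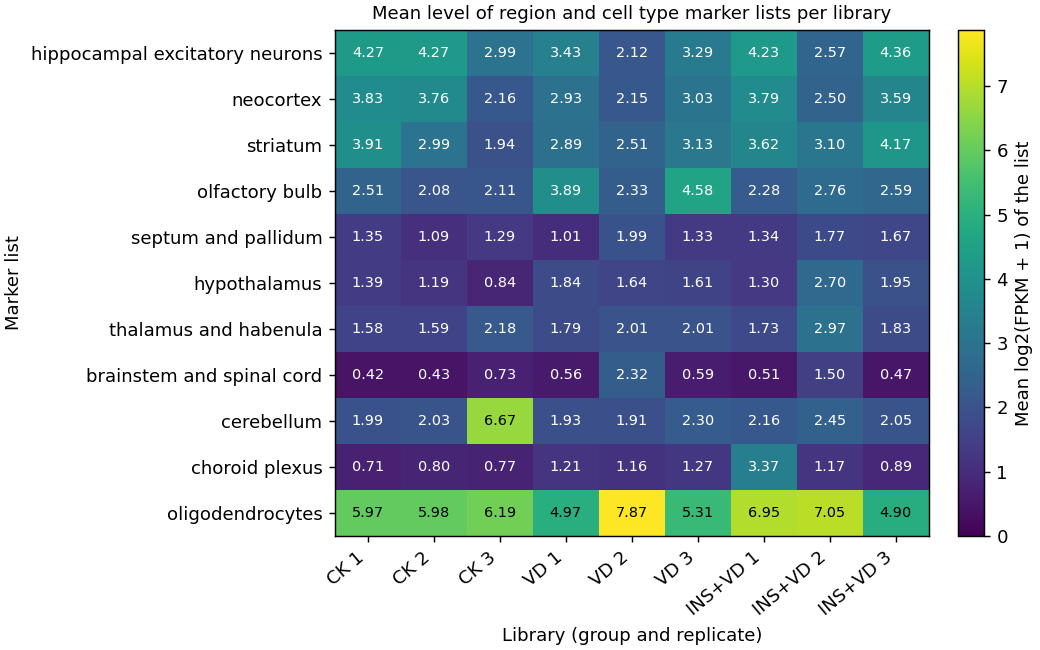
Mean log2(FPKM + 1) of gene lists of brain regions and cell types in each of the 9 libraries. Cerebellar genes peak in CK replicate 3 and brainstem genes in VD replicate 2.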

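Gfap, the gene of the astrocyte filament protein, and C3, a complement gene, were among those higher in VD than in CK. Gfap averaged 124 ± 36.3 (SD, n = 3) FPKM in CK and 361 ± 71.0 (SD, n = 3) FPKM in VD, a log2 fold change of 1.56 (adjusted p = 0.196), and C3 had one of 2.53 (adjusted p = 0.196). At the unadjusted p with |log2 fold change| of at least 1, 588 genes were higher and 738 lower in VD than in CK, and 549 were higher and 383 lower in INS + VD than in VD. Which direction held more genes depended on the scaling: with FPKM rescaled to an equal sum per library the counts were 461 and 1090 for VD vs. CK and 879 and 233 for INS + VD vs. VD, and with median centring 864 and 595, and 425 and 534. Adjusted over the 15099 genes, limma called 0 genes in either comparison. The smallest adjusted p was 0.196 for VD vs. CK, with the interferon-induced gene Plac8 at the smallest p, and 0.512 for INS + VD vs. VD, with the vascular gene Apold1. Without a fold change minimum 1925 and 1417 genes were at the unadjusted p, against 755 expected by chance if genes were independent. With the fold change minimum, fits of only the 6 libraries compared gave 999 and 711 genes, against 1326 and 932 with the spread taken from all 9 libraries. With the same minimum, other splits of the 6 VD and CK libraries gave up to 976 genes, against 1326. Those of the 6 INS + VD and VD libraries gave up to 1160, against 932. The groups did not overlap for 18.0% and 15.2% of genes, and chance gives 10%. Leaving out VD replicate 2 gave 28 and 20 genes at the adjusted p, and leaving out any other single library gave 0. VD then held replicates 1 and 3, the libraries with high olfactory bulb genes. Doc2g and Trh were among the genes that then passed in both comparisons, as was the immunoglobulin gene Igh-6. Without VD replicate 3 the unadjusted count for VD vs. CK was 2557. For INS + VD vs. VD it was 440, 1857 and 2233 without VD replicates 1, 2 and 3, and 598 and 391 without INS + VD replicates 1 and 3. A choice made after seeing the data left out CK replicate 3, VD replicate 2 and INS + VD replicate 2 together. It gave 2 genes in each comparison. Leaving out VD replicate 1 as well leaves replicate 3 as the only VD library, so calls of that fit are not read as group differences.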

There were 1,257 (VD vs. CK) and 938 (INS + VD vs. VD) DEGs in the two comparison groups, respectively (Figure 6D). The two comparisons (VD vs. CK and INS + VD vs. VD) shared 487 DEGs (Figure 6D). 

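Genes that differed in both comparisons moved in opposite directions. At the unadjusted p with |log2 fold change| of at least 1 in both, 585 genes were shared, of which 228 were higher in VD than in CK and lower in INS + VD than in VD, and 357 the reverse. The calcium extrusion gene Slc8a2 was at 147 ± 33.2 (SD, n = 3) FPKM in CK, 11.6 ± 8.83 (SD, n = 3) FPKM in VD and 64.0 ± 43.0 (SD, n = 3) FPKM in INS + VD. Gabbr2, a subunit of the GABA B receptor, went from 86.6 ± 21.4 (SD, n = 3) FPKM in CK to 17.8 ± 3.84 (SD, n = 3) FPKM in VD and 80.6 ± 27.7 (SD, n = 3) FPKM in INS + VD. The median |log2 fold change| of the shared genes was 1.63 for VD vs. CK and 0.21 for INS + VD vs. CK. These genes were chosen as extreme in VD against both other groups. A small difference between INS + VD and CK therefore also follows from their choice. Both comparisons use the VD libraries with opposite signs, and groups simulated without any difference shared 101.8 genes on average (73 to 123), nearly all opposite. That simulation drew genes independently with equal spread in every library, so its range does not cover chance in these libraries. Of 100 regroupings of the 9 libraries, 4 shared at least 585 genes in opposite directions, and the real groups made up 2 of these. The highest other count was 755. At the adjusted p limma shared 0 genes. Leaving out single libraries gave 359 and 383 shared genes (CK replicates 1 and 2), 298, 1199 and 1667 (VD replicates 1, 2 and 3) and 334 and 258 (INS + VD replicates 1 and 3).

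**Figure D3:**
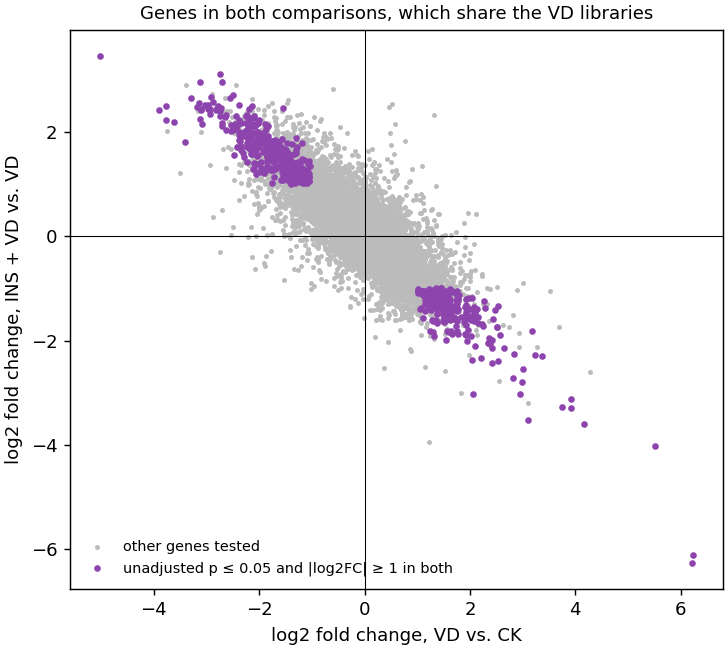
Log2 fold change of each gene in VD vs. CK (horizontal) and INS + VD vs. VD (vertical), with the 585 shared genes marked. All marked genes lie in the quadrants of opposite direction.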

A total of 618 upregulated and 639 downregulated genes were identified between the VD and CK groups (Supplementary Table S2). 

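Igh-6, Jchain and Cartpt were among the largest increases in VD. The genes named here are those with the largest log2 fold changes among genes at the unadjusted p with a mean of at least 1 FPKM and groups that did not overlap, next to Spp1 and Adcy1. Igh-6, an immunoglobulin heavy chain gene, was at 502, 0.661 and 639 FPKM in the 3 VD libraries and at 0.222, 0.0570 and 0 FPKM in CK, and Jchain, which joins immunoglobulin units, at 62.4, 2.99 and 152 and 1.62, 1.07 and 0.244 FPKM. Their log2 fold changes were 6.22 (standard error 1.88, unadjusted p = 0.0088, adjusted p = 0.276) and 4.16 (standard error 1.12, unadjusted p = 0.00481, adjusted p = 0.24). AABR07060872.1, a gene without an assigned function, and Cartpt, a neuropeptide gene, had log2 fold changes of 6.23 (adjusted p = 0.3) and 4.28 (adjusted p = 0.285). The decreases were in Diras2, a small GTPase gene of neurons (−3.90 (adjusted p = 0.196)), Zbtb18, a repressor in excitatory neurons (−3.78 (adjusted p = 0.207)), Slc8a2 (−3.77 (adjusted p = 0.196)) and Neurod2, a transcription factor gene of excitatory neurons (−3.74 (adjusted p = 0.214)). None passed limma's adjusted p over all genes. Without VD replicate 2, Igh-6 (9.03, adjusted p = 2.26e-05), Jchain (5.70, adjusted p = 0.00983) and AABR07060872.1 (9.18, adjusted p = 9.23e-05) did. Of the 1257 genes of Table S2, 1177 were tested here, all 1177 with the table's sign and 919 at the unadjusted p with |log2 fold change| of at least 1. Across these genes, which are not independent replicates, the log2 fold changes correlated with the table's at a Pearson r of 0.913 and a Spearman rho of 0.847.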

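Adcy1, Slc24a2 and Gpr26 were among the largest increases from VD to INS + VD, counting genes at the unadjusted p with a mean of at least 1 FPKM and groups that did not overlap. Adcy1 led with a log2 fold change of 3.45 (adjusted p = 0.512). Slc24a2, a potassium-dependent sodium/calcium exchanger, was at 0.197, 30.2 and 9.67 FPKM in VD and 99.4, 41.3 and 41.5 FPKM in INS + VD (log2 fold change 2.94 (standard error 0.99, unadjusted p = 0.0157, adjusted p = 0.512); 1.63 without VD replicate 1). Gpr26, an orphan receptor gene, had a log2 fold change of 2.88 (adjusted p = 0.512). LOC100912538, a predicted gene, differed by 2.82 (adjusted p = 0.512). Under the same conditions the largest decreases were in Igh-6 (−6.27 (adjusted p = 0.512)), Spp1 (−4.02 (adjusted p = 0.512)), Trh, the gene of thyrotropin-releasing hormone (−3.12 (adjusted p = 0.512)), AABR07034739.1 (−3.53 (adjusted p = 0.512)) and the ribosomal protein gene Rpl17 (−3.02 (adjusted p = 0.512)). Trh is also on the list of olfactory bulb genes and was at 48.1, 5.08 and 48.5 FPKM in the VD libraries. No gene passed limma's adjusted p. Without VD replicate 2, Igh-6 (−9.07, adjusted p = 2.17e-05), Trh (−4.12, adjusted p = 0.0436) and AABR07034739.1 (−4.84, adjusted p = 0.00638) did.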

A total of 521 upregulated and 417 downregulated genes were identified between the INS + VD and VD groups (Supplementary Table S3). 

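Frmd7 (ENSRNOG00000024762, chromosome X from 138098185 to 138148967), a gene needed for the control of eye movements, was listed at 6.71, 0.114 and 24.6 FPKM in VD and at 0.0400, 0 and 0.0390 FPKM in INS + VD. It reached 0.5 FPKM in fewer than 3 libraries and was therefore not tested with limma. Frmd7 was on the list of olfactory bulb genes written for this comparison, and VD replicates 1 and 3 had high values of that list. The difference between the group means of log2(FPKM + 1) was −2.56. Mpdz (ENSRNOG00000007894, chromosome 5 from 99413187 to 99566318), which encodes a scaffold protein of cell junctions and synapses, averaged 6.68 ± 3.13 (SD, n = 3) FPKM in VD and 14.1 ± 3.50 (SD, n = 3) FPKM in INS + VD. Its log2 fold change was 1.03 (standard error 0.38, unadjusted p = 0.0244, adjusted p = 0.512), and the ranges of the groups did not overlap. An exact permutation test of 3 against 3 libraries cannot give a two-sided p below 0.1. The coordinates are those of the deposited table, whose genome build is unclear.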

The *Frmd7* and *Mpdz* genes were the most downregulated and upregulated mRNAs, with FCs of −6.59 and 1.03 respectively between the INS + VD and VD groups. The *Adcy1* and *Tapbp* genes were the most downregulated and upregulated mRNAs, with FCs of −6.89 and 1.00, respectively between the VD and CK groups.

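Adcy1 (ENSRNOG00000059479, chromosome 14 from 87312203 to 87421659) encodes an adenylate cyclase that calcium and calmodulin activate. It was listed at 83.9, 103 and 292 FPKM in CK and at 0, 7.18 and 8.08 FPKM in VD. The log2 fold change was −5.03 (standard error 0.96, unadjusted p = 5.06e-04, adjusted p = 0.196), and −3.99 without VD replicate 1. VD replicate 1 was at 0 for many genes expressed in all other libraries, so its 0 is not taken as evidence of low expression. CK replicate 3, the library with high cerebellar genes, had the highest Adcy1 value. Tapbp (ENSRNOG00000029500, chromosome 20 from 5468078 to 5476193) encodes tapasin, which loads peptides onto MHC class I molecules. It averaged 6.82 ± 2.13 (SD, n = 3) FPKM in CK and 12.2 ± 0.862 (SD, n = 3) FPKM in VD, with a log2 fold change of 0.79 (standard error 0.31, unadjusted p = 0.0321, adjusted p = 0.363). Every VD library exceeded every CK library for Tapbp.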

**FIGURE 6:**
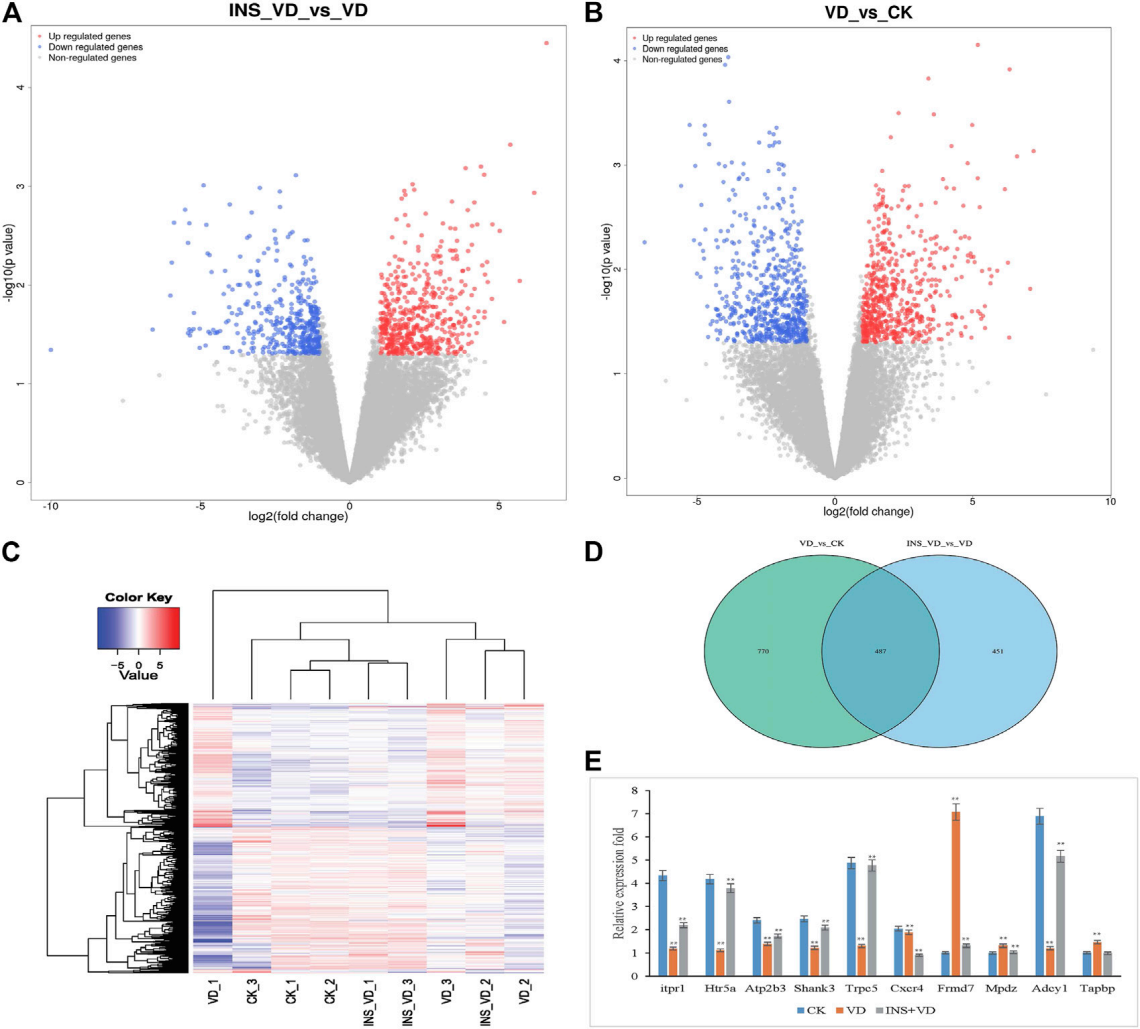
The differentially expressed genes (DEGs) among three comparison groups **(A)**. Volcano plot of DEGs (INS-VD vs. VD) **(B)**. Volcano plot of DEGs (VD vs. CK) **(C)**. Hierarchical clustering of DEGs **(D)**. Venn diagram of DEGs **(E)**. The gene expression was detected by qRT-PCR and normalized by GAPDH expression; **p < 0.05.

### Validation of functional gene expression

To validate the reliability of the RNA-Seq gene expression data, the transcriptome levels of 10 DEGs (*Itpr1, Htr5a, Atp2b3, Shank3, Trpc, Cxcr4, Frmd7, Mpdz, Adcy1,* and *Tapbp*) were determined by qRT-PCR with three replicates (Figure 6E). Of these, the expression trends were consistent with those obtained in the RNA-Seq analysis. In addition, the RNA-Seq and qRT-PCR results demonstrated that the data could be used to assess the upregulation and downregulation of gene expression.

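Of the 10 genes, Itpr1, Htr5a, Atp2b3, Shank3 and Trpc5 were lower in each VD library than the CK mean and higher again on average in INS + VD, although none passed limma's adjusted p. Itpr1, the gene of an intracellular calcium release channel, was at 63.4, 60.9 and 287 FPKM in CK, 9.06, 4.96 and 14.8 FPKM in VD and 65.3, 13.9 and 40.1 FPKM in INS + VD, with log2 fold changes of −3.41 (adjusted p = 0.196) for VD vs. CK and 1.81 (adjusted p = 0.512) for INS + VD vs. VD. CK replicate 3, with 287 FPKM, was the library with high cerebellar genes. Htr5a, a serotonin receptor gene, was at 10.3, 6.28 and 3.72 FPKM in CK, 0, 0.932 and 4.08 in VD and 3.62, 5.25 and 9.11 in INS + VD. Its log2 fold changes were −1.77 (adjusted p = 0.322) and 1.63 (adjusted p = 0.512), the second 1.08 without VD replicate 1. For Atp2b3, a plasma membrane calcium pump gene, they were −1.75 (adjusted p = 0.293) and 1.27 (adjusted p = 0.512), the first −1.04 without CK replicate 3. The chemokine receptor gene Cxcr4 averaged 2.04 ± 1.29 (SD, n = 3), 7.27 ± 5.19 (SD, n = 3) and 1.45 ± 0.594 (SD, n = 3) FPKM in CK, VD and INS + VD. The file does not hold the qRT-PCR values, which were therefore not examined. "Trpc" was read as Trpc5, the gene the paper names later.

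**Figure D4:**
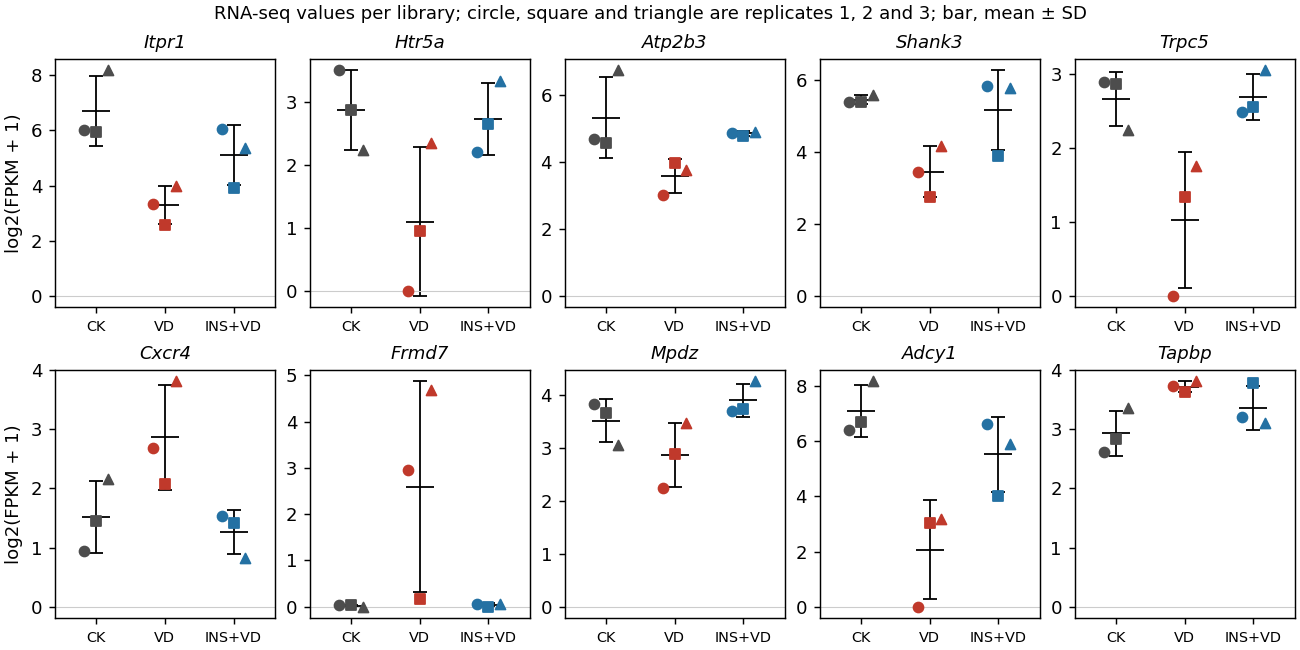
The 10 genes in each library as log2(FPKM + 1), grouped as CK, VD and INS + VD. Adcy1, Htr5a and Trpc5 are at 0 in VD replicate 1.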

### Functional analysis of DEGs

Functional classification of DEGs was performed by GO analysis. 

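Genes of neurons were higher in INS + VD than in VD as a set. The list of genes expressed by neurons in general was higher (median log2 fold change 0.58, 25 of 32 members higher; camera adjusted p = 0.00332; adjusted p = 0.408 with an estimated correlation), and that of hippocampal excitatory neurons (median log2 fold change 0.91, 33 of 38 members higher; camera adjusted p = 0.00112; adjusted p = 0.408 with an estimated correlation). Nptx1, which clusters glutamate receptors at synapses, was at 18.6, 18.4 and 21.7 FPKM in VD and 147, 32.9 and 138 FPKM in INS + VD (log2 fold change 2.11 (adjusted p = 0.512)), and Syn2, a synaptic vesicle protein gene, had a log2 fold change of 1.19 (adjusted p = 0.512), and 0.73 without INS + VD replicate 3. Genes of GABAergic interneurons did not pass camera and had a median of −0.06, which became 0.18 when FPKM were rescaled to an equal sum per library, 0.37 without VD replicate 3 and 0.23 without INS + VD replicate 2. For hippocampal excitatory neurons the median was 0.46 without VD replicate 2 (adjusted p = 0.0665), 1.56 without INS + VD replicate 2 and 0.51 without INS + VD replicate 3. Without the genes of Tables S2 and S3, chosen by the study on these libraries, the general list was at 0.45 (adjusted p = 0.0613). Leaving out genes chosen for their differences in itself favours smaller differences. Other lists moved as well, with medians of −0.82 for microglia and macrophages, −0.59 for meninges and fibroblasts, −0.58 for pericytes and smooth muscle, −0.59 for olfactory bulb and 0.91 for striatum (camera adjusted p = 2.83e-07, 1.28e-04, 0.0068, 0.00364 and 6.73e-04; with an estimated correlation 0.468 for striatum and 0.408 for the others). The meninges median was −1.01, −0.32 and −0.36 without VD replicate 2, VD replicate 3 and INS + VD replicate 2, that of pericytes −0.36 and −0.43 (adjusted p = 0.276) without VD replicates 1 and 2, that of olfactory bulb −0.96, −0.16 (adjusted p = 0.0808) and −0.32 without VD replicate 2, VD replicate 3 and INS + VD replicate 3, and that of striatum 0.58 without INS + VD replicate 3. Without the genes of Tables S2 and S3 the adjusted p was 0.11 for pericytes, 0.138 for olfactory bulb and 0.106 for striatum. VD replicate 1 lay apart from the 8 other libraries on the first principal component. With high olfactory bulb genes in VD replicates 1 and 3 and brainstem genes in VD replicate 2, the tissue sampled cannot be told apart from the group.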

In total, 61 GO terms were significantly enriched between the INS + VD and VD groups, most of which were enriched in neuron part (GO:0097458), neuron projection (GO:0043005), plasma membrane part (GO:0044459), and other functional categories (Figure 7A) (Supplementary Table S4). 

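In the VD libraries, genes of neurons were lower than in CK as a set. The general neuronal list was lower (median log2 fold change −0.46, 22 of 32 members lower; camera adjusted p = 0.0139; adjusted p = 0.505 with an estimated correlation), and so was the list of hippocampal excitatory neurons (median log2 fold change −0.78, 29 of 38 members lower; camera adjusted p = 0.00178; adjusted p = 0.505 with an estimated correlation). Rbfox3, a nuclear marker gene of neurons, averaged 152 ± 105 (SD, n = 3) FPKM in CK and 34.3 ± 32.2 (SD, n = 3) FPKM in VD (log2 fold change −2.34 (adjusted p = 0.303) from limma). Elavl4, an RNA-binding protein gene of neurons, and Dlg2, a postsynaptic scaffold gene, had log2 fold changes of −1.26 (adjusted p = 0.202) and −2.10 (adjusted p = 0.306), the latter −1.28 without VD replicate 1. Interneuron genes had a median of 0.27 and did not pass camera (adjusted p = 0.675); it was 0.05 with FPKM rescaled to an equal sum per library, and −0.11, −0.06 and 0.89 without CK replicate 3, VD replicate 3 and VD replicate 2. Some lists of other cell types were higher in VD, with medians of 1.03 for microglia and macrophages, 0.95 for Schwann cells, 0.89 for meninges and fibroblasts and 0.57 for astrocytes (camera adjusted p = 2.63e-10, 0.0219, 1.13e-05 and 1.78e-04; with an estimated correlation 0.301 for the first and 0.505 for the others), and the lists of olfactory bulb and of brainstem and spinal cord had medians of 1.26 and 1.04. Without VD replicate 2 the astrocyte, Schwann cell and brainstem medians were 0.30, 0.33 and 0.13 (adjusted p = 0.0694, 0.314 and 0.41), without VD replicate 3 those of meninges, olfactory bulb and brainstem 0.59, 0.65 and 1.82, and the Schwann cell median was 1.08 without CK replicate 3 (adjusted p = 0.119) and 1.44 without VD replicate 1. The general neuronal call ended without CK replicate 1 (−0.36, adjusted p = 0.107), CK replicate 2 (−0.44, adjusted p = 0.0606) and VD replicate 3 (−0.60, adjusted p = 0.0701). Without the genes of Tables S2 and S3 the adjusted p was 0.254 for the general neuronal list, 0.181 for astrocytes, 0.299 for Schwann cells and 0.119 for brainstem and spinal cord. For excitatory neurons the median was −1.44 without CK replicate 3, −1.18 without VD replicate 1 and −0.68 without VD replicate 2 (adjusted p = 0.0531). Olfactory bulb genes were high in VD replicates 1 and 3 and brainstem genes in VD replicate 2. A difference in the tissue sampled therefore cannot be told apart from one between the groups.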

And 61 GO terms were significantly enriched between the VD and CK groups, most of which were enriched in neuron part (GO:0097458), synapse (GO:0045202), protein binding (GO:0005515), and other functional categories (Figure 7B) (Supplementary Table S5).

**FIGURE 7:**
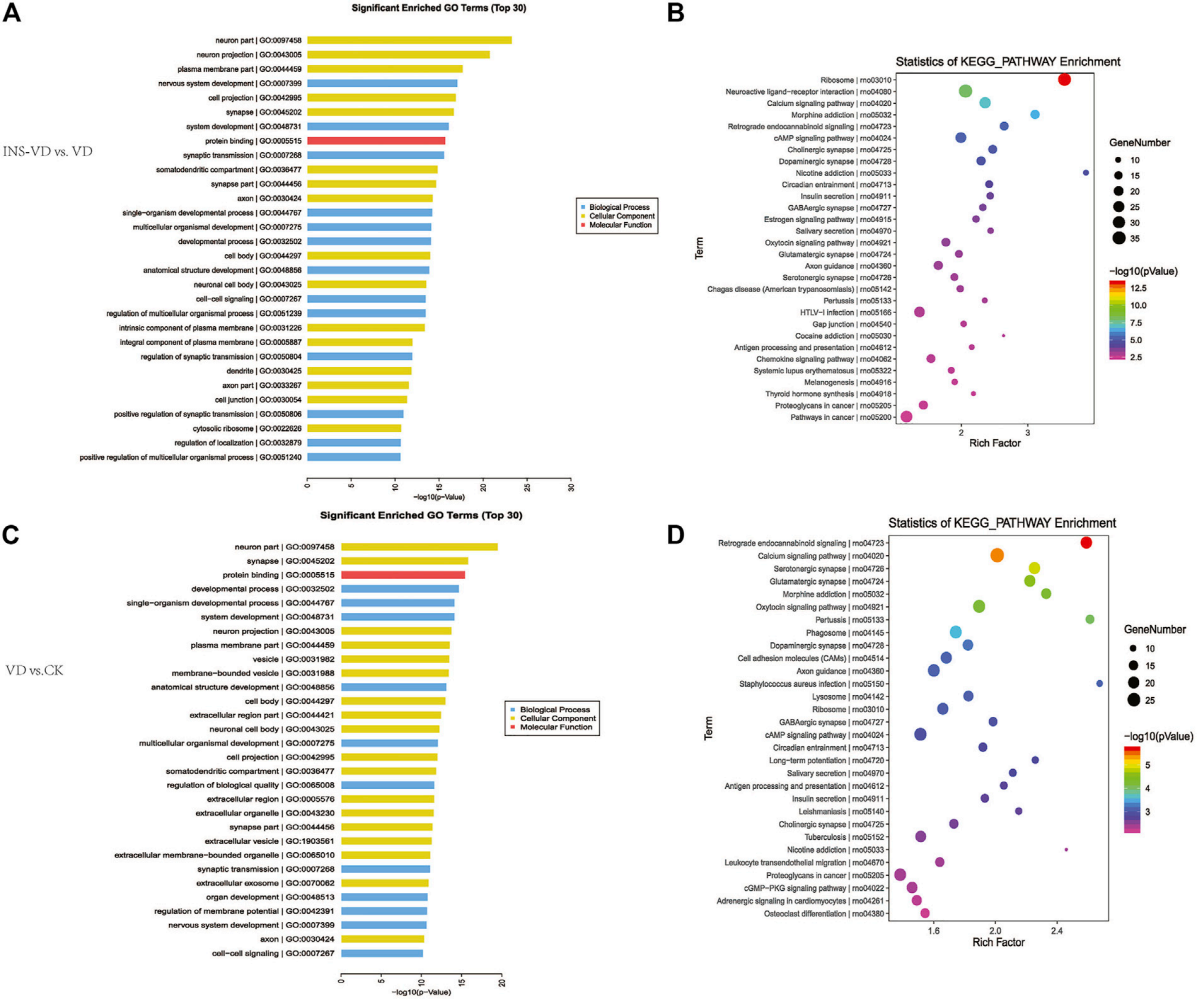
KEGG pathway and GO enrichment analysis of DEGs **(A)**. The top 30 most enriched GO categories and pathways were calculated and plotted (INS-VD vs. VD) **(B)**. The top 30 most enriched GO categories and pathways were calculated and plotted (VD vs. CK) **(C)**.Top30 KEGG pathways (INS-VD vs. VD) **(D)**. Top30 KEGG pathways (VD vs. CK).

KEGG enrichment pathway analysis showed that ribosome (mo03010, 34 genes, adjusted *p* = 5.321E-11), neuroactive ligand-receptor interaction (rno04080, 36 genes, adjusted *p* = 8.33E-07), and calcium signaling pathway (rno04020, 26 genes, adjusted *p* = 7.563E-6) were the top 3 significantly altered pathways between the INS + VD and VD groups (Figure 7C). In addition, cAMP signaling pathway (rno04024, 24 genes, adjusted *p* = 0.0002), glutamatergic synapse (rno04724, 14 genes, adjusted *p* = 0.012), and axon guidance (rno04360, 18 genes, adjusted *p* = 0.013) were also found to be significantly altered pathways between the INS + VD and VD groups (Supplementary Table S6). Furthermore, calcium signaling pathway (rno04020, 28 genes, adjusted *p* = 0.002), oxytocin signaling pathway (rno04921, 23 genes, adjusted *p* = 0.01), cAMP signaling pathway (rno04024, 23 genes, adjusted *p* = 0.04) were the top 3 significantly altered pathways between the VD and CK groups (Figure 7D). 

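Ribosomal protein genes were lower in INS + VD than in VD in all 73 members tested, with a median log2 fold change of −1.23 (camera adjusted p = 3.56e-24; adjusted p = 0.408 with an estimated correlation). Rpl35a was at 40.3, 14.6 and 11.0 FPKM in VD and 4.50, 9.19 and 2.73 FPKM in INS + VD. VD replicate 1 held its highest value, and without that library the median was −0.58. In that library the mean of oxidative phosphorylation genes lay 1.22 log2 units above the highest CK library. Across genes, its deviations from the other libraries correlated with gene span, the genomic distance from start to end, at a Spearman rho of −0.348. Of the list, 40 genes stand in Tables S2 and S3 of the study, so their count is not independent evidence. Neuroactive receptor genes were higher (median 0.66, 100 of 121 higher; camera adjusted p = 2.83e-07; adjusted p = 0.408 with an estimated correlation), among them the serotonin receptor gene Htr1b, listed at 0, 6.13 and 0.932 FPKM in VD and 9.93, 12.7 and 15.3 FPKM in INS + VD. Calcium signaling genes were higher as well (median 0.56, 93 of 121 higher; camera adjusted p = 1.10e-04; adjusted p = 0.408 with an estimated correlation), with 17 higher and 2 lower at the unadjusted p and 0 adjusted over the list alone. Cacna1b, a presynaptic calcium channel gene, had a log2 fold change of 1.70 (adjusted p = 0.512). The calcium median was 0.32 without VD replicate 1 and 0.89 without VD replicate 3. No gene of the 3 lists passed limma's adjusted p over all genes.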

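Genes of cAMP signaling were higher in INS + VD than in VD (median log2 fold change 0.56, 93 of 126 higher; camera adjusted p = 6.68e-05; adjusted p = 0.408 with an estimated correlation). Gabbr2 had the smallest p among them, with a log2 fold change of 2.08 (standard error 0.35, unadjusted p = 1.90e-04, adjusted p = 0.512). Glutamatergic synapse genes had a median of 0.53 (77 of 98 higher; camera adjusted p = 1.21e-04; adjusted p = 0.408 with an estimated correlation), and Grin2a, an NMDA receptor subunit gene, one of 2.46 (adjusted p = 0.512). Axon guidance genes had a median of 0.46 (103 of 136 higher; camera adjusted p = 6.68e-05; adjusted p = 0.408 with an estimated correlation), with Unc5d, a netrin receptor gene, at 2.45 (adjusted p = 0.512), and Plxna4, a semaphorin receptor gene, at 2.16 (adjusted p = 0.512). VD replicate 1 was at 0 for Grin2a, Unc5d and Plxna4. At the unadjusted p, 21 cAMP, 13 glutamatergic and 16 axon guidance genes were higher, and adjusted over the list alone 1, 0 and 0. The medians without VD replicate 1 were 0.29 for cAMP, 0.32 for glutamatergic and 0.19 for axon guidance genes, and that of cAMP genes was 0.37 without INS + VD replicate 3.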

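Calcium signaling genes were lower in VD than in CK (median log2 fold change −0.50, 82 of 121 lower; camera adjusted p = 0.00146; adjusted p = 0.505 with an estimated correlation), as were those of oxytocin signaling (median −0.32, 56 of 80 lower; camera adjusted p = 8.47e-04; adjusted p = 0.505 with an estimated correlation). The list of cAMP signaling had a median of −0.42 (84 of 126 lower; camera adjusted p = 0.00484; adjusted p = 0.538 with an estimated correlation). With FPKM rescaled to an equal sum per library the calcium, oxytocin and cAMP medians were −0.71, −0.57 and −0.64. With median centring they were −0.33, −0.14 and −0.24. Not every member was lower. Htr5b, a serotonin receptor gene, was at 0.226, 0.0260 and 0 FPKM in CK and 1.80, 4.18 and 3.67 FPKM in VD (log2 fold change 1.92 (adjusted p = 0.196)). Prkcb, a protein kinase C gene activated by calcium, had a log2 fold change of −1.89 (standard error 0.38, unadjusted p = 7.70e-04, adjusted p = 0.196), and Gabbr2, on the cAMP list, −2.21 (standard error 0.35, unadjusted p = 1.18e-04, adjusted p = 0.196). At the unadjusted p, 19 calcium, 18 oxytocin and 19 cAMP genes were lower, and adjusted over the list alone 7, 5 and 4, on lists that share genes with Tables S2 and S3. Without those genes the medians were −0.25, −0.14 and −0.22 (adjusted p = 0.126, 0.299 and 0.164). As those genes were chosen for their differences, leaving them out in itself favours smaller ones. The calcium median was −0.27 without VD replicate 1, the cAMP median −0.13 (adjusted p = 0.0847) without it, and the oxytocin median −0.61 without CK replicate 3 and −0.63 without VD replicate 3.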

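Genes of axon guidance, serotonergic and glutamatergic synapses had lower values in VD than in CK. The glutamatergic list had the lowest median of these (log2 fold change −0.65, 73 of 98 lower; camera adjusted p = 1.70e-04; adjusted p = 0.505 with an estimated correlation). Cnr1, the cannabinoid receptor gene, had one of −2.22 (adjusted p = 0.2), and Grin2a, listed at 19.9, 19.3 and 9.15 FPKM in CK and 0, 1.65 and 3.85 in VD, −2.80 (adjusted p = 0.202). Axon guidance genes had a median of −0.39 (97 of 136 lower; camera adjusted p = 0.00172; adjusted p = 0.538 with an estimated correlation), with L1cam, a neuronal adhesion gene, at −1.36 (adjusted p = 0.202), Fzd3, a Wnt receptor gene, at −1.86 (adjusted p = 0.2) and Rac2, a GTPase gene of blood-derived cells, at 1.47 (adjusted p = 0.196). The serotonergic list had a median of −0.44 (29 of 47 lower; camera adjusted p = 0.0284; adjusted p = 0.538 with an estimated correlation). Adjusted over the list alone, 4 glutamatergic, 0 axon guidance and 7 serotonergic genes were lower, and limma's adjusted p over all genes called 0. Without the genes of Tables S2 and S3 the axon guidance median was −0.28 (adjusted p = 0.0808) and the serotonergic −0.07 (adjusted p = 0.509). With FPKM rescaled to an equal sum per library the glutamatergic, axon guidance and serotonergic medians were −0.91, −0.64 and −0.68. With median centring they were −0.47, −0.21 and −0.26. The glutamatergic median was −0.32 without VD replicate 1. The axon guidance median was −0.08 (adjusted p = 0.0521) without VD replicate 1 and −0.63 without VD replicate 3. The serotonergic call ended without CK replicate 1 (−0.30, adjusted p = 0.19), CK replicate 2 (−0.29, adjusted p = 0.15), VD replicate 1 (−0.09, adjusted p = 0.0626) and VD replicate 3 (−0.40, adjusted p = 0.0642), and its median was −0.70 without CK replicate 3.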

And axon guidance (rno04360, 22 genes, adjusted *p* = 0.04), serotonergic synapse (rno04726, 21 genes, adjusted *p* = 0.004), and glutamatergic synapse (rno04724, 20 genes, adjusted *p* = 0.006) were found to be significantly altered pathways between the VD and CK groups (Supplementary Table S7). Clearly, several pathways including calcium signaling pathway (rno04020), cAMP signaling pathway (rno04024), axon guidance (rno04360), and glutamatergic synapse (rno04724) were significantly altered in the INS + VD vs. VD and VD vs. CK comparisons. These pathways may be involved in the pathogenesis of VD and insulin treatment.

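The medians of the 4 pathway lists were below 0 in VD vs. CK and above 0 in INS + VD vs. VD. Both comparisons use the VD libraries with opposite signs, which alone favours opposite directions. The log2 fold changes of the 2 comparisons correlated across genes at −0.50 in groups simulated without any difference and at −0.84 here. The simulation gave the groups equal spread. Here VD libraries were less alike, with a mean Spearman correlation of 0.803, against 0.904 within CK and 0.934 within INS + VD. A wider spread in VD alone makes the correlation more negative, so the gap is not evidence of a reversal. Compared with CK, INS + VD genes of calcium signaling had a median log2 fold change of −0.02 (0.01 when FPKM were rescaled to an equal sum per library), and those of cAMP signaling, axon guidance and glutamatergic synapse 0.08, 0.08 and −0.10. None of the 4 passed camera in that comparison (adjusted p = 0.729, 0.147, 0.396 and 0.513). The calcium median was above 0 without CK replicates 1 or 2 (0.08 and 0.01) or INS + VD replicates 1 or 2 (0.02 and 0.16), the glutamatergic without CK replicate 1 (0.00) or INS + VD replicate 2 (0.06), and those of cAMP and axon guidance were at 0.00 and −0.02 without CK replicate 3. Leaving out 1 library gave calls for cAMP signaling, with 0.15 (adjusted p = 0.0191) without CK replicate 1 and 0.14 (adjusted p = 0.00579) without INS + VD replicate 2, and for axon guidance, with 0.09 (adjusted p = 0.023) without INS + VD replicate 2. Cacna1b averaged 16.0 ± 3.92 (SD, n = 3) FPKM in CK, 3.99 ± 1.39 (SD, n = 3) in VD and 15.5 ± 5.96 (SD, n = 3) in INS + VD, and Rock2, a kinase gene of axon growth, 56.5 ± 5.80 (SD, n = 3), 21.6 ± 3.42 (SD, n = 3) and 52.0 ± 18.6 (SD, n = 3) FPKM. The lists overlap, since 82 of 132 calcium and 97 of 130 cAMP genes are also on other lists.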

### Metabolomic profiling

The PCA results showed that the metabolites were clearly separated among the three groups (Figures 8A, G). The OPLS-DA model score plots showed no outliers in our study and revealed a significant difference in metabolomics among the groups (Figures 8D, E, J, K). Hierarchical clustering was performed on all significantly different metabolites (*p* < 0.05) based on VIP values (Figures 8B, H). A total of 3,223 metabolites (1912 in positive mode and 1,311 in negative mode) were detected. Among them, 1 downregulated metabolite (2-keto-D-gluconic acid, VIP = 1.92, *p* = 0.046) was found between the INS + VD and VD groups in negative mode (Figure 8F). And 14 deregulated metabolites (2 downregulated (3-methoxybenzyl alcohol, VIP = 1.96, *p* = 0.018 and 13Z-docosenamide, VIP = 2.09, *p* = 0.013) and 12 upregulated) (Table 1) were detected in the INS + VD vs. VD, as well as VD vs. CK comparisons in positive mode (Figure 8L). In addition, KEGG pathway enrichment results showed that DEMs were mainly involved in pentose phosphate (ko00030) and metabolic pathways (ko01100) between the INS + VD and VD groups in negative mode (Figure 8C), and involved in purine metabolism (ko00230), metabolic (ko01100) and ABC transporters pathways (ko02010) between the VD and CK groups in positive mode (Figure 8I; Supplementary Table S8).

**FIGURE 8:**
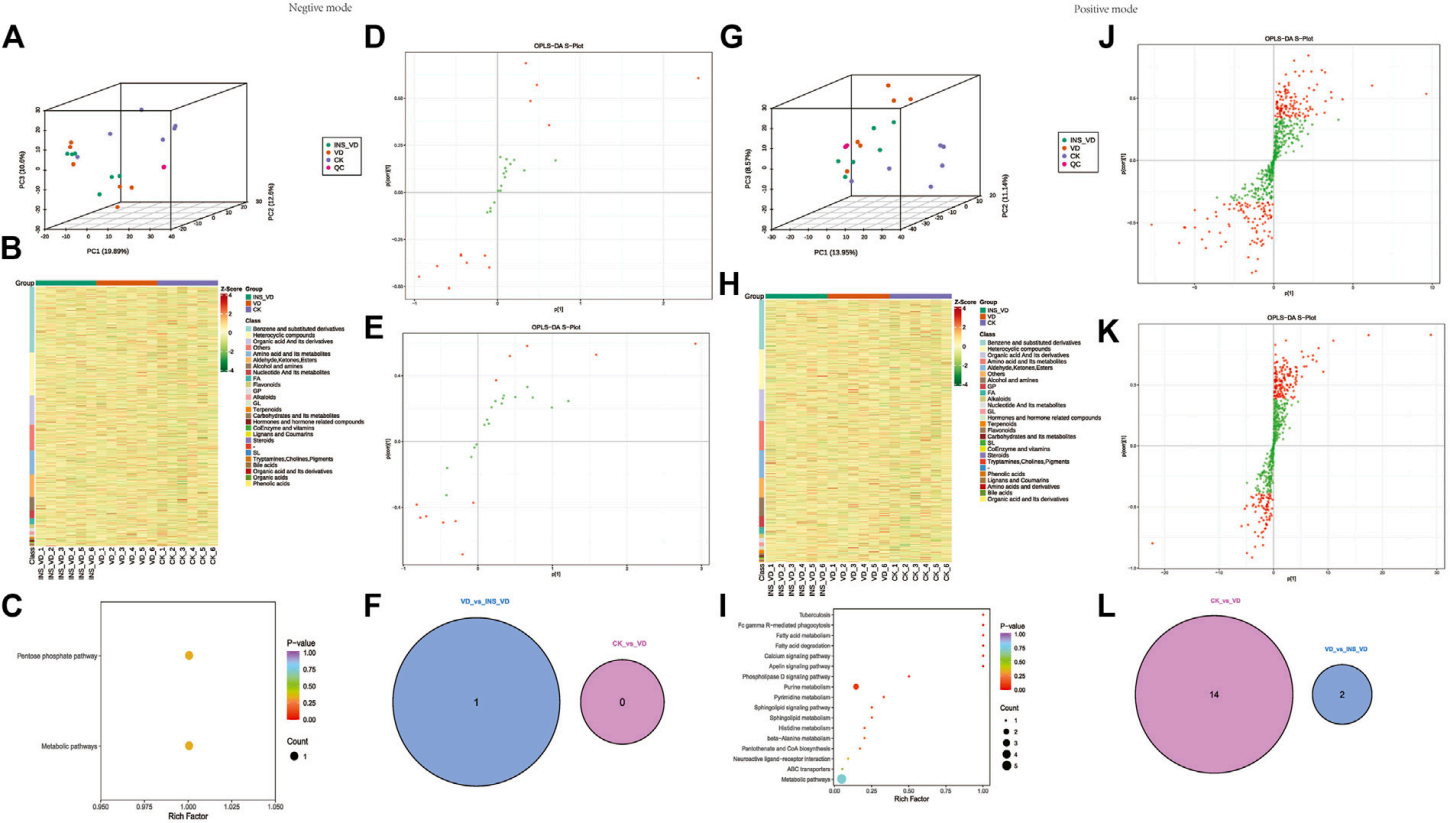
Hippocampus metabolic profiles between groups **(A,G)**. All samples’ principal component analysis (PCA) (at the metabolites level) **(A)**. Negative ion mode, **(G)**. Positive ion mode **(B,H)**. HCA-heatmap analysis comparison metabolites between CK, VD and Insulin + VD groups **(B)**. Negative ion mode, **(H)**. Positive ion mode **(D,E)**. OPLS-DA score plot between groups (Negative ion mode), **(D)**. INS-VD vs. VD, **(E)**. VD vs. CK **(J,K)**. OPLS-DA score plot between groups (Positive ion mode), **(J)**. INS-VD vs. VD, **(K)**. VD vs. CK **(C,I)**. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms enriched by metabolites of hippocampus between groups, **(C)**. Negative ion mode **(I)**. Positive ion mode **(F,L)**. Venn diagram of DEMs.

**TABLE 1:** DEMs between VD and CK groups in positive mode.

Compounds	Score	CAS	VIP	*p*-value	Fold_Change	Log_2_FC	Type
Tranexamic acid	0.7992	1197-18-8	2.065064	2.15E-05	0.114689	−3.1242	down
N-Methyl-alpha-aminoisobutyric acid	0.722	2566-34-9	2.273094	0.000398	0.498935	−1.00308	down
1-Pentadecanoyl-sn-glycero-3-phosphocholine	0.7115	108273-89-8	2.073048	0.00078	2.765342	1.467458	up
Glu-Glu	0.9049	3929-61-1	1.884533	0.001311	2.06077	1.043183	up
[(2R,3S,4R,5S)-5-acetamido-2,3,4-trihydroxy-6-oxohexyl] dihydrogen phosphate	0.9209	—	1.999141	0.002603	2.050003	1.035626	up
Uracil	0.6739	66-22-8	1.89839	0.004515	2.235804	1.160794	up
Allantoic Acid	0.8436	99-16-1	1.916647	0.010903	2.534159	1.341507	up
2′-Deoxyguanosine	0.7509	961-07-9	2.233093	0.024677	5.868143	2.552904	up
3-Methylhistidine	0.7142	368-16-1	1.794705	0.032918	2.68368	1.424213	up
gamma-Glutamylglutamate	0.508	1116-22-9	1.688524	0.037426	2.040798	1.029134	up
Carnitine C18:1	0.8862	—	1.829554	0.040743	2.736038	1.452088	up
L-Palmitoylcarnitine	0.7402	1935-18-8	1.684958	0.044127	2.030595	1.021902	up
Sphinganine 1-phosphate	0.6433	19794-97-9	2.351424	0.045046	80.37447	6.328665	up
Thioisonicotinamide	0.7162	2196-13-6	1.465142	0.047353	2.044889	1.032022	up

Abbreviations: DEMs: differentially expressed metabolites; VD: vascular dementia; CK: normal saline control; CAS: chemical abstracts service; VIP: variable importance in projection; FC: fold change.

### Integrative analysis of the transcriptome and metabolome

The compound-reaction-enzyme-gene networks in VD vs. CK and INS + VD vs. VD comparisons are shown in Supplementary Figures S1, S2. A total of 798 DEGs and 7 DEMs, as well as 1,097 DEGs and 18 DEMs were included in the individual INS + VD vs. VD and VD vs. CK comparisons. 

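Genes of carbon metabolism had small median differences between the groups. The list had a median log2 fold change of 0.24 for VD vs. CK (57 of 80 higher; camera adjusted p = 0.00828; adjusted p = 0.505 with an estimated correlation), and 0.02 when FPKM were rescaled to an equal sum per library. For INS + VD vs. VD the median was −0.18 (48 of 80 lower; camera adjusted p = 0.0182; adjusted p = 0.508 with an estimated correlation), and it became 0.05 when rescaled. Phgdh, which starts serine synthesis, averaged 42.8 ± 9.21 (SD, n = 3) FPKM in CK, 138 ± 44.9 (SD, n = 3) in VD and 70.8 ± 29.9 (SD, n = 3) in INS + VD. Its log2 fold changes were 1.64 (adjusted p = 0.202) for VD vs. CK and −0.99 (adjusted p = 0.512) for INS + VD vs. VD, the latter −0.66 without INS + VD replicate 3. Acads, an enzyme of fatty acid oxidation, had values of 1.33 (adjusted p = 0.303) and −1.07 (adjusted p = 0.512). At the unadjusted p 2 genes were higher in VD than in CK and 2 lower in INS + VD than in VD, and adjusted over the list alone 0. The first call ended without VD replicate 2 (0.22, adjusted p = 0.0744). The second ended without VD replicate 1 (−0.16, adjusted p = 0.0795), VD replicate 2 (−0.14, adjusted p = 0.17), INS + VD replicate 1 (−0.14, adjusted p = 0.0551) and INS + VD replicate 3 (−0.07, adjusted p = 0.0937), and without the genes of Tables S2 and S3 (−0.17, adjusted p = 0.0555), and its median was −0.33 without INS + VD replicate 2. Metabolite values are not in the file and were not examined.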

Pathway-level integration analysis showed that 27 pathways (Supplementary Table S9) and 1 pathway (carbon metabolism: rno01200) (Figure 9) were enriched upon integration of transcriptomics and metabolomics data in the VD vs. CK and INS + VD vs. VD comparisons respectively.

**FIGURE 9:**
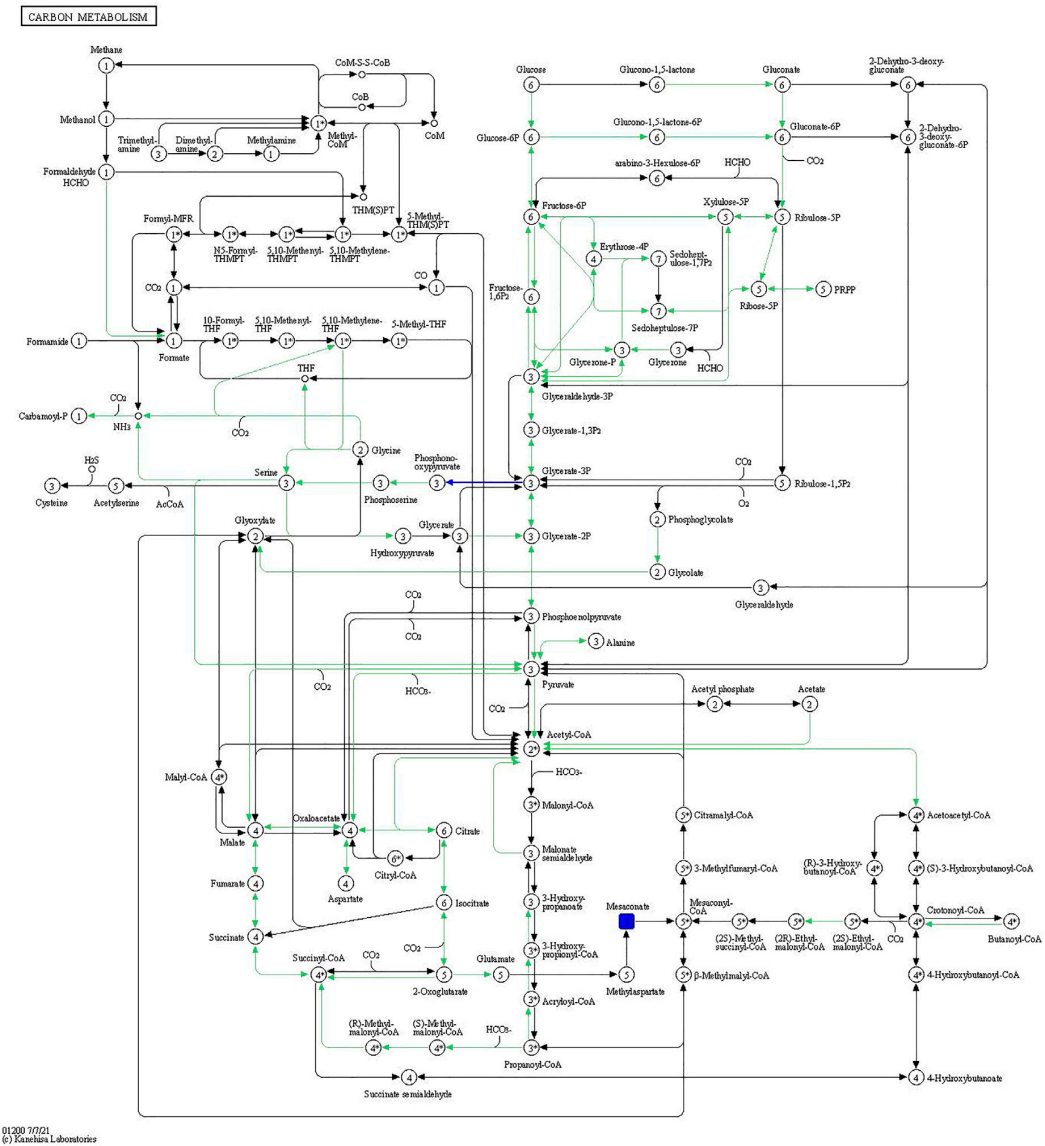
Carbon metabolism pathway. The blue rectangles are downregulated differentially expressed genes/proteins.

In addition, the DEGs related to the integrated pathways including Spp1, Frmd7, Asb16 were significantly upregulated, and Adcy1, Mfsd4a, and Mettl11b were significantly downregulated in the VD group compared to the CK group. 

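Spp1, the gene of osteopontin, was at 4.83, 0.0750 and 1.58 FPKM in CK and 64.9, 121 and 192 FPKM in VD, a log2 fold change of 5.52 (standard error 1.21, unadjusted p = 0.00133, adjusted p = 0.2). Asb16, a gene of a ubiquitin ligase adaptor, was at 0.0180, 0 and 0 and 2.09, 0.257 and 4.31 FPKM (log2 fold change 1.45 (adjusted p = 0.295)). Frmd7 was listed at 0.0190, 0.0200 and 0 FPKM in CK, below the minimum for a test. Mfsd4a, a gene of a sugar transporter family, was at 14.8, 12.4 and 12.4 FPKM in CK and 0, 0.938 and 1.42 FPKM in VD (log2 fold change −3.08 (adjusted p = 0.196)), and Mettl11b, an N-terminal methyltransferase gene, at 1.88, 1.90 and 1.44 and 0, 0 and 0.246 FPKM (log2 fold change −1.34 (adjusted p = 0.196)). The CK and VD ranges did not overlap for Spp1, Asb16, Mfsd4a and Mettl11b, which for 3 against 3 libraries has a chance of 10%. None of the tested genes passed limma's adjusted p. Mfsd4a and Mettl11b were at 0 in VD replicate 1, without which their log2 fold changes were −2.71 and −1.29.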

The differentially accumulated metabolites: sphinganine 1-phosphate, 2′-Deoxyguanosine and 3-Methylhistidine were significantly upregulated, and L-Valine, Thiosulfate, and Tranexamic acid were significantly downregulated in VD group compared with the CK group.

Furthermore, the DEGs related to the integration pathways including Nkx2-1, Asb15, and Mettl11b were significantly upregulated and Ppm1j, Sfrp5, and Prss56 were significantly downregulated in the INS + VD group compared with the VD group. 

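Nkx2-1, a transcription factor gene of the ventral forebrain, was listed at 0 in all 3 VD libraries and at 0.402, 7.66 and 0.964 FPKM in INS + VD, the highest in replicate 2, where the mean of hypothalamus genes, a list that names Nkx2-1, lay 1.30 log2 units above the highest CK library. Asb15, a ubiquitin ligase adaptor gene, was also listed at 0 in VD and at 0.0410, 1.53 and 2.95 FPKM in INS + VD, and neither gene reached the minimum for a test. Mettl11b was at 3.18, 1.58 and 2.04 FPKM in INS + VD, a log2 fold change of 1.57 (standard error 0.26, unadjusted p = 1.71e-04, adjusted p = 0.512). Ppm1j, a protein phosphatase gene, was at 10.5, 1.70 and 10.7 FPKM in VD and 0.188, 0.255 and 0.106 FPKM in INS + VD (log2 fold change −2.59 (adjusted p = 0.512)). Sfrp5, a Wnt antagonist gene, was at 1.49, 0.722 and 13.7 and 0.0870, 0.137 and 0 FPKM (log2 fold change −1.89 (adjusted p = 0.512)), and Prss56, a serine protease gene, at 5.17, 0.333 and 18.9 and 0.0950, 0.0900 and 0 FPKM (log2 fold change −2.37 (adjusted p = 0.512)). VD replicate 3 had the highest value of Sfrp5 and Prss56, and without it their log2 fold changes were −0.95 and −1.44. VD replicates 1 and 3 were the libraries with high olfactory bulb genes. No tested gene of these passed limma's adjusted p.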

The differentially accumulated metabolites 3-Methoxybenzyl alcohol and 2-keto-D-gluconic acid were significantly upregulated and downregulated, respectively, in the INS + VD group, compared with the VD group.

## Discussion

Insulin and its receptors exist widely in the central nervous system, among which important signal transduction components are selectively distributed in the cognition-related hippocampus and other regions, with special biological effects, and play an important role in the growth and development of neurons, regulation of brain neurotransmitter transmission, utilization and uptake of glucose in the brain, learning and memory (D Ünal et al., 2012; Emra et al., 2019; Begg, 2019). The pharmacological mechanism of insulin administration via the nasal route may be that the hormone enters the brain directly via the olfactory and trigeminal nerves and exerts cognitive improvement by activating known or yet unidentified insulin receptors (Thorne et al., 2004; Renner et al., 2012; Lochhead et al., 2015; Lochhead et al., 2019). Since insulin plays an important role in cellular energy metabolism, proliferation, and growth activities, it is possible that the transnasal pathway of insulin may protect olfactory receptor cells in the nasal mucosa, improve olfactory mucosa regeneration, and slow neurodegenerative lesions of the olfactory pathway. The transnasal route of insulin administration used in the present study can effectively improve the cognitive function of VD rats, indicating that the transnasal route of insulin may be feasible for the treatment of VD.

Neuroinflammation is one of the pathogenic mechanisms of VD (Zha et al., 2021). The process of cerebral ischemic injury involves the inflammatory response, which is also involved in neurological impairment due to vascular diseases (Wang et al., 2018). Numerous experiments have shown that astrocytes can be damaged by ischemia and play an important role in ischemic injury of the CNS (Sun et al., 2006; Sugawara et al., 2009; Meeuwsen et al., 2010). The survival of astrocytes after brain ischemia affects neuronal survival and synaptic remodeling and is involved in learning memory processes and cognitive impairment (Oh et al., 2019; Woodburn et al., 2021). After brain ischemia, astrocytes are stimulated and induce the production of many inflammatory mediators, including the transcription factor NF-KB, tumor necrosis factor (TNF), interleukins (IL), and interferons (IFN) (Sun et al., 2017; Hyunlee et al., 2021). The various bioactive factors, in turn, exacerbate the activation of glial cells through various feedback pathways, triggering an inflammatory response and causing brain damage and ultimately cognitive dysfunction (Pamies et al., 2021). In addition, we previously reported that Taohong Siwu decoction (TSD) could protect against VD through mediating the inflammatory response, oxidative stress, and apoptosis pathways (He et al., 2023). We also found that triptolide suppressed the activation and proliferation of microglial cells and astrocytes in the hippocampus of APP/PS1 double transgenic AD model mice (Li et al., 2016). Furthermore, studies of insulin treatment in animals and clinical trials of intranasal insulin administration in individuals with AD have indicated that intranasal insulin not only improves memory but also reduces inflammation and white matter hyperintensities (Reger et al., 2006; Craft et al., 2012; Chang et al., 2021; Kellar et al., 2021). In the present study, the number of GFAP immunopositive cells in the CA1 hippocampal region of VD model rats was found to be significantly higher than that in the CK group. The number of GFAP immunopositive cells in the INS + VD group was significantly lower than that in the VD group. This result suggests that intranasal insulin may inhibit the inflammatory response of astrocytes in VD model rats.

Tau protein is a relatively sensitive marker of neuronal ischemic damage (Sun et al., 2007). Tau protein levels in CSF may reflect neuronal degeneration and damage (Wang et al., 2016). A multicenter clinical study found histologic changes such as neurogenic fiber tangles and senile plaque formation in the brain tissue of VD patients (Victorof, 1995). Some studies have confirmed that upregulated expression of tau and p-tau is associated with VD pathogenesis and may be involved in postischemic hippocampal neuronal damage as one of the mechanisms constituting VD (Liang et al., 2011). In the present study, we found that tau and p-tau protein expression levels were significantly lower in the CK and INS + VD groups than those in the VD group, which further confirmed the important role of tau and p-tau in the pathogenesis of VD. In addition to phosphorylation modifications, Tau has O-GlcNAc glycosylation modifications. Since they modify the same or neighboring serine and threonine hydroxyl groups of the same protein, there may be competitive inhibitors (Deng et al., 2008). O-GlcNAc glycosylation of proteins is regulated by glucose metabolism, and glucose uptake and metabolism in the brain are mainly molecularly regulated through the insulin signaling pathway, which indicates that phosphorylation of Tau is affected by abnormal insulin signaling pathway leading to impaired glucose metabolism in the brain (Liu et al., 2011; Stanciu et al., 2020). In addition, the insulin signaling pathway is a collection of autophosphorylation processes catalyzed by tyrosine kinases that are widely present in mammals (Takeda et al., 2011). The impairment of the sinsulin signaling pathway caused by abnormal insulin levels in the brain may alter the activity of important kinases that regulate Tau protein phosphorylation such as phosphatidylinositol-3 protein kinase (P13K) and mitogen-activated protein kinase (MAPK), and thus may affect Tau protein phosphorylation and its function (Stern et al., 2014), which in turn may lead to neurodegeneration.

Furthermore, it has been suggested that chronic cerebral perfusion deficits can cause increased Aβ expression in the brain, and accelerated Aβ deposition affects brain energy metabolism and subsequently cognitive function (Mukaetova-Ladinska et al., 2015). In the present study, we found no statistically significant differences in Aβ_1-42_ expression levels between the VD, CK, and INS + VD groups. This finding is inconsistent with the results of several previous studies (Jia et al., 2005; Paradowski et al., 2007). Notably, Xu et al. (2010) found that there was a trend of increased, but not significant, Aβ_1-40_ and Aβ_1-42_ levels in VD patients. This result suggested that Aβ_1-40_ and Aβ_1-42_ were involved in the formation and development of VD, but are not the primarily mechanism. The above evidence supports our findings to some extent. However, the role of Aβ, tau and p-tau in the pathogenesis of VD needs to be further investigated.

Another pathogenic link of cognitive dysfunction in VD is the apoptosis of hippocampal cells after ischemia (Gao et al., 2003). After the onset of cerebral ischemia, protein synthesis in the brain is severely impaired, while new specific proteins are synthesized to regulate apoptosis (Yan et al., 2022). These active regulatory genes include the *Bcl-2* and *P53* gene families (Khaksari et al., 2015). The nucleus and mitochondria are key determinants of apoptosis, and mitochondrial damage generates large amounts of ROS, which promotes a specific translocation mechanism of Bcl-2 and Bax that inhibits the production of oxygen radicals in mitochondria, and the released cytochrome C binds to apoptosis enzyme activator and then to aspartate-containing cysteine-specific proteases-9 (caspase-9), the bound complex of which activates caspase-3 and exacerbates apoptosis and necrosis by disrupting intranuclear DNA repair enzymes (Qiu et al., 2007; Hussar, 2022). Several studies have shown that intracerebroventricular injection of insulin after whole brain ischemia upregulates Bcl-2 and Bcl-x protein expression in the hippocampal CA1 region and reduces neuronal apoptosis (Li et al., 2003; Lin et al., 2007; Huang et al., 2011). In the present study, we found that the neuronal arrangement in the hippocampal CA1 region of rats in the VD group was disorganized, the number of Nissl’s bodies significantly reduced, and the rate of neuronal apoptosis significantly increased. After treatment with insulin, the rate of neuronal apoptosis was significantly reduced. The above results suggested that insulin could reduce neuronal apoptosis in the hippocampal CA1 region and improve cognitive and memory functions in VD model rats.

Apoptosis of neuronal cells caused by activation of EAA receptors is also an important cause of VD (Cao et al., 2016). When brain injury occurs, such as ischemia and hypoxia, glutamate-based excitatory neurotransmitters are released in excess and EAA receptors are activated. Large amounts of glutamate accumulate in the synaptic cleft and act on N-methyl-D-aspartate (NMDA) receptors in the postsynaptic membrane. Postsynaptic neurons are in a sustained depolarized state, with large Ca^2+^ inward currents and elevated intracellular free Ca^2+^, leading to Ca^2+^ overload, which mediates a series of intracellular Ca^2+^-dependent biochemical reactions, that cause dyfunction of intersynaptic information transmission and ultimately lead to neuronal damage and impaired learning and memory functions (Tanović and Alfaro, 2006). Li X. G. et al. (2001) found that glutamate induces neuronal Ca^2+^ influx and cell apoptosis, and that Ca^2+^ influx plays an important role in glutamate toxicity leading to apoptosis. *In vitro* studies have shown that glutamate affects calcium signaling in rat hippocampal neurons through multiple pathways, and activation of NMDA and α-amino-3-hydroxy-5-methyl-4-isoxazolepropionicacid (AMPA) receptors is one of the important mechanisms (Tan et al., 2006). 

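Genes of calcium signaling, such as Itpr1 and Cacna1b, were more frequent among those that differed at the unadjusted p than among all genes tested. Of the 1326 genes at the unadjusted p for VD vs. CK, 23 were on the list of calcium signaling, 23 on that of cAMP signaling and 22 on that of axon guidance. Together with glutamatergic synapse these lists held 67 of the genes, or 5.05%, against 2.58% of all genes tested. For INS + VD vs. VD they held 56 of 932 genes, or 6.01%. A one-sided Fisher's exact test gave adjusted p = 0.00218, 0.00262, 0.0116 and 0.00689 for VD vs. CK and 6.84e-04, 6.90e-05, 0.00515 and 0.0195 for INS + VD vs. VD (calcium, cAMP, axon guidance, glutamatergic synapse); it treats genes as independent. Adcy1 and Gabbr2 counted among the cAMP genes in both comparisons, and Fzd3 and L1cam among the axon guidance genes. The lists were written without access to KEGG. They were written after Tables S2 and S3 had been read, so these shares and tests are not independent of the study's gene selection.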

In the present study, transcriptome analysis revealed that most of the differentially expressed genes between the CK, VD, and VD + INS groups were enriched in calcium signaling pathway (rno04020), cAMP signaling pathway (rno04024), axon guidance (rno04360), and Ca^2+^ signaling pathway (rno04360). Genes related to Ca^2+^ signaling (Itpr1), glutamatergic synaptic (Shank3), and axon guidance (Trpc5 and Cxcr4) were significantly differentially expressed among the three groups. These results suggested that insulin may affect glutamate release and Ca^2+^ overload by altering the expression of Ca^2+^ signaling pathway, glutamatergic synaptic pathway, and axon guidance pathway-related genes, modulating hippocampal synaptic plasticity, reducing brain damage, and improving cognitive function in VD model rats.

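Shank3, which encodes a scaffold of glutamatergic synapses, averaged 43.3 ± 3.70 (SD, n = 3) FPKM in CK, 10.9 ± 5.76 (SD, n = 3) in VD and 41.4 ± 23.8 (SD, n = 3) in INS + VD. Its log2 fold changes were −2.005 (standard error 0.55, unadjusted p = 0.00509, adjusted p = 0.24) for VD vs. CK and 1.71 (standard error 0.55, unadjusted p = 0.012, adjusted p = 0.512) for INS + VD vs. VD. Trpc5, a cation channel gene of growth cones, was at 6.42, 6.32 and 3.72 FPKM in CK, 0, 1.54 and 2.38 in VD and 4.60, 4.87 and 7.30 in INS + VD, with log2 fold changes of −1.63 (adjusted p = 0.252) and 1.66 (adjusted p = 0.512), and −1.12 and 1.15 without VD replicate 1. That library was at 0 for many genes expressed in all others, and its 0 for Trpc5 is not taken as evidence of low expression. For Cxcr4 they were 1.35 (adjusted p = 0.349) and −1.60 (adjusted p = 0.512), the first 0.87 without VD replicate 3. Each VD library was below each CK library for Shank3, as were VD replicates 2 and 3 for Trpc5. No adjusted p from limma was at or below 0.05 for Itpr1, Shank3, Trpc5 or Cxcr4. INS + VD vs. CK gave log2 fold changes of −1.61 for Itpr1 (−0.88 without CK replicate 3, the library with high cerebellar genes, and −1.00 without INS + VD replicate 2), −0.29 for Shank3 (−0.62 to 0.35 without single libraries), 0.03 for Trpc5 (−0.18 to 0.14) and −0.26 for Cxcr4 (−0.54 to 0.06).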

Moreover, we detected 1 and 16 DEMs in the INS + VD vs. VD and VD vs. CK comparisons in negative and positive modes, enriched in 2 and 17 KEGG pathways. Although, no common metabolite was detected between VD vs. CK and INS + VD vs. VD comparisons, we found that the DEMs between the INS + VD and VD groups in negative mode and the VD and CK groups in positive mode were enriched in the metabolic pathway (ko01100). The metabolic pathway included metabolites of 2-keto-D-gluconic acid, 3-methylhistidine, sphinganine 1-phosphate, 2′-deoxyguanosine, allantoic acid, and uracil, which indicate that these metabolites may act as epigenetically, play an important role and are involved in the pathogenesis of VD and can be used as novel therapeutic target compounds for VD therapy.

In addition, the DEGs related to the integrated pathways suggested that the Spp1, Frmd7, Asb16, Adcy1, Mfsd4a, and Mettl11b genes may regulate the synthesis and function of metabolites such as sphinganine 1-phosphate, 2′-deoxyguanosine and 3-methylhistidine, L-valine, thiosulfate, and tranexamic acid. The Nkx2-1, Asb15, Mettl11b, Ppm1j, Sfrp5, and Prss56 genes may regulate the synthesis and function of metabolites such as 3-methoxybenzyl alcohol and 2-keto-D-gluconic acid. However, little is known about the function of these genes and the regulation of these metabolites. It is necessary to identify them with further experiments.

## Conclusion

In summary, our study demonstrated that intranasal spray insulin could effectively reduce tau and p-tau levels, inhibit astrocyte inflammation, reduce neuron apoptosis, and improve cognitive function in VD model rats. The combined transcriptome and metabolome analyses suggested that the potential mechanism of insulin against VD involved genes were enriched in the calcium signaling pathway, cAMP signaling pathway, axon guidance, and glutamatergic synapse. Moreover, metabolites involved in metabolic pathway might participate in the protective effects of insulin against VD.

## Data Availability

The datasets presented in this study can be obtained in online GEO (accession number: GSE228174, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228174).

## Supplementary material

SUPPLEMENTARY FIGURE S1 Compound-Reaction-Enzyme-Gene network (INS-VD vs. VD). Notes: The hexagonal nodes are metabolites (the annotated differential metabolites are shown in dark red), the rhombic nodes represent the reaction, and the squares represent the enzymes in the reaction, the circular nodes represent the enzyme’s coding genes (the annotated differential genes are shown in dark blue).

SUPPLEMENTARY FIGURE S2 Compound-Reaction-Enzyme-Gene network (VD vs. CK). Notes: The hexagonal nodes are metabolites (the annotated differential metabolites are shown in dark red), the rhombic nodes represent the reaction, and the squares represent the enzymes in the reaction, the circular nodes represent the enzyme’s coding genes (the annotated differential genes are shown in dark blue).

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 1

Table S1. The primers used for qRT-PCR detection of selected genes.

| Gene name | Forward 5’-3’ | Reverse 3’-5’ |
| --- | --- | --- |
| Itpr1 | TGTCCTCGAC TCTAGTGACC GG | GGAGCTCGTG CCCAATGAGG AC |
| Agtr1a | GAGA ATGTTCTGTT AAGCTGGG | CTCCCTAAA GTGCAGTCTT AGA |
| Atp2b3 | CTTCGGTCCT CAGCCAGCTC CATG | TTCCAGGCC TGGGAGCCCA CTC |
| VAV1 | GCACTGCT CATCTGTAAG CGCCG | GCCATTTCTG CGGCTCAACC CT |
| Grin3b | ATCCGGGGAG GCCCTAACCG CAG | CCTGGGTTCG TCCCCAGCTC CG |
| Shank3 | CCTACTCCCT GTAGACCTGA CTC | TCTCTGTTAC CTCGGGACTG GC |
| Trpc5 | GTTCATGGGA TAAGTGGGAG ATG | CTATTTCAGT AATACCTACA TG |
| Cxcr4 | TCGATCTTGG AGTAACGCGC CTG | GATGGTGGTG TTCCAGTTCC AGC |
| Frmd7 | GCAGGCAAGG AAAGCATTGT TAC | GTCCCAATCC CCACCTCGTG CTG |
| Mpdz | GGAAAGGTAT CATTGTCAGG CTGG | GG AGTTTATCAT GGTAGCGAAT C |
| Adcy1 | CAAGGGCCAA GGCTCAGAGC AAG | GT AGCCCAGCTC TCTTACACTT G |
| Tapbp | GCT TTACCTCCTC CTGCCAGTTA TC | CTC CTGCCTTGGT TTTTTGAGAC |

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 2

Table S8 KEGG pathways of DEMs between VD and CK groups.

| Kegg_pathway | ko_ID | Sig_compound | compound | Sig_compound_all | compound_all | IndexList | CIDList |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Purine metabolism | ko00230 | 2 | 14 | 6 | 149 | MW0105582;MW0103343 | C00499+C00330 |
| Metabolic pathways | ko01100 | 5 | 124 | 6 | 149 | MEDP0034;MW0063621;MW0103343;MW0105582;MEDP0178 | C01152+C06124+C00330+C00499+C00106 |
| ABC transporters | ko02010 | 1 | 19 | 6 | 149 | MW0103343 | C00330 |
| Pyrimidine metabolism | ko00240 | 1 | 3 | 6 | 149 | MEDP0178 | C00106 |
| beta-Alanine metabolism | ko00410 | 1 | 5 | 6 | 149 | MEDP0178 | C00106 |
| Pantothenate and CoA biosynthesis | ko00770 | 1 | 6 | 6 | 149 | MEDP0178 | C00106 |
| Histidine metabolism | ko00340 | 1 | 5 | 6 | 149 | MEDP0034 | C01152 |
| Sphingolipid metabolism | ko00600 | 1 | 4 | 6 | 149 | MW0063621 | C06124 |
| Calcium signaling pathway | ko04020 | 1 | 1 | 6 | 149 | MW0063621 | C06124 |
| Sphingolipid signaling pathway | ko04071 | 1 | 4 | 6 | 149 | MW0063621 | C06124 |
| Phospholipase D signaling pathway | ko04072 | 1 | 2 | 6 | 149 | MW0063621 | C06124 |
| Neuroactive ligand-receptor interaction | ko04080 | 1 | 11 | 6 | 149 | MW0063621 | C06124 |
| Apelin signaling pathway | ko04371 | 1 | 1 | 6 | 149 | MW0063621 | C06124 |
| Fc gamma R-mediated phagocytosis | ko04666 | 1 | 1 | 6 | 149 | MW0063621 | C06124 |
| Tuberculosis | ko05152 | 1 | 1 | 6 | 149 | MW0063621 | C06124 |
| Fatty acid degradation | ko00071 | 1 | 1 | 6 | 149 | MW0054414 | C02990 |
| Fatty acid metabolism | ko01212 | 1 | 1 | 6 | 149 | MW0054414 | C02990 |

Abbreviations: KEGG; Kyoto Encyclopedia of Genes and Genomes; DEMs: differentially expressed metabolites; VD: vascular dementia; CK: normal saline control

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 3

Table S7 Top30 KEGG pathways of DEGs between VD and CK groups

| #Term | ID | Input number | P-Value | Corrected P-Value |
| --- | --- | --- | --- | --- |
| Retrograde endocannabinoid signaling | rno04723 | 21 | 2.06E-06 | 0.002164 |
| Calcium signaling pathway | rno04020 | 28 | 3.92E-06 | 0.002164 |
| Serotonergic synapse | rno04726 | 21 | 1.37E-05 | 0.003785 |
| Glutamatergic synapse | rno04724 | 20 | 2.58E-05 | 0.005705 |
| Morphine addiction | rno05032 | 17 | 6.11E-05 | 0.010019 |
| Oxytocin signaling pathway | rno04921 | 23 | 6.35E-05 | 0.010019 |
| Pertussis | rno05133 | 14 | 9.21E-05 | 0.011308 |
| Phagosome | rno04145 | 22 | 0.000264 | 0.020854 |
| Dopaminergic synapse | rno04728 | 18 | 0.000576 | 0.036523 |
| Cell adhesion molecules (CAMs) | rno04514 | 20 | 0.000739 | 0.036523 |
| Axon guidance | rno04360 | 22 | 0.000755 | 0.036523 |
| Staphylococcus aureus infection | rno05150 | 10 | 0.000769 | 0.036523 |
| Lysosome | rno04142 | 17 | 0.000794 | 0.036523 |
| Ribosome | rno03010 | 20 | 0.000859 | 0.036523 |
| GABAergic synapse | rno04727 | 14 | 0.00109 | 0.039927 |
| cAMP signaling pathway | rno04024 | 23 | 0.001152 | 0.039927 |
| Circadian entrainment | rno04713 | 14 | 0.001454 | 0.042371 |
| Long-term potentiation | rno04720 | 11 | 0.001457 | 0.042371 |
| Salivary secretion | rno04970 | 12 | 0.001504 | 0.04261 |
| Antigen processing and presentation | rno04612 | 12 | 0.001858 | 0.047737 |
| Insulin secretion | rno04911 | 13 | 0.002006 | 0.05037 |
| Leishmaniasis | rno05140 | 11 | 0.002052 | 0.050391 |
| Cholinergic synapse | rno04725 | 15 | 0.002504 | 0.058865 |
| Tuberculosis | rno05152 | 19 | 0.002912 | 0.063086 |
| Nicotine addiction | rno05033 | 8 | 0.003974 | 0.080236 |
| Leukocyte transendothelial migration | rno04670 | 15 | 0.00398 | 0.080236 |
| Proteoglycans in cancer | rno05205 | 22 | 0.004028 | 0.080236 |
| cGMP-PKG signaling pathway | rno04022 | 19 | 0.004238 | 0.080745 |
| Adrenergic signaling in cardiomyocytes | rno04261 | 17 | 0.005459 | 0.098892 |
| Osteoclast differentiation | rno04380 | 15 | 0.00653 | 0.112739 |

Abbreviations: KEGG; Kyoto Encyclopedia of Genes and Genomes; DEGs: differentially expressed genes; VD: vascular dementia; CK: normal saline control

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 4

Table S9 KEGG pathways enriched upon integration of both transcriptomics and metabolomics data in VD vs. CK comparison

| KEGG_CID | Name | FC | Up/Down | log2FC | VIP | P | Formula |
| --- | --- | --- | --- | --- | --- | --- | --- |
| C00330 | 2'-Deoxyguanosine | 5.868143 | up | 2.552904 | 2.233093 | 0.024677 | C10H13N5O4 |
| C05282 | gamma-Glutamylglutamate | 2.040798 | up | 1.029134 | 1.688524 | 0.037426 | C10H16N2O7 |
| C02814 | 1,2,4-Benzenetriol | 0.609207 | down | -0.715 | 2.137685 | 0.004946 | C6H6O3 |
| C00183 | L-Valine | 0.563701 | down | -0.827 | 2.367349 | 0.002526 | C5H11NO2 |
| C12535 | Tranexamic acid | 0.114689 | down | -3.1242 | 2.065064 | 2.15E-05 | C8H15NO2 |
| C00106 | Uracil | 2.235804 | up | 1.160794 | 1.89839 | 0.004515 | C4H4N2O2 |
| C05689 | Se-methylselenocysteine | 1.724088 | up | 0.785834 | 1.505165 | 0.044175 | C4H9NO2Se |
| C00499 | Allantoic Acid | 2.534159 | up | 1.341507 | 1.916647 | 0.010903 | C4H8N4O4 |
| C01425 | Glu-Glu | 2.06077 | up | 1.043183 | 1.884533 | 0.001311 | C10H16N2O7 |
| C01152 | 3-Methylhistidine | 2.68368 | up | 1.424213 | 1.794705 | 0.032918 | C7H13N3O3 |
| C00979 | O-Acetyl-L-serine | 1.672322 | up | 0.741852 | 1.658038 | 0.017886 | C5H9NO4 |
| C02710 | N-Acetyl-L-Leucine | 1.613732 | up | 0.690401 | 1.559408 | 0.042136 | C8H15NO3 |
| C05529 | Thiosulfate | 0.50508 | down | -0.98542 | 1.699958 | 0.025563 | H2O3S2 |
| C01996 | Acetylcholine | 0.654253 | down | -0.61208 | 1.912325 | 0.007532 | C7H16NO2+ |
| C00864 | Pantothenic acid | 1.584835 | up | 0.664332 | 1.631961 | 0.034317 | C9H17NO5 |
| C06124 | Sphinganine 1-phosphate | 80.37447 | up | 6.328665 | 2.351424 | 0.045046 | C18H40NO5P |
| C12151 | Mycolactone | 0.647559 | down | -0.62692 | 1.828504 | 0.026395 | C44H70O9 |
| C02990 | L-Palmitoylcarnitine | 2.030595 | up | 1.021902 | 1.684958 | 0.044127 | C23H45NO4 |

Abbreviations: KEGG; Kyoto Encyclopedia of Genes and Genomes; DEMs: differentially expressed metabolites; VD: vascular dementia; CK: normal saline control

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 5

Table S2 DEGs between VD and CK groups

Abbreviations: DEGs: differentially expressed genes; VD: vascular dementia; CK: normal saline control; FC: fold change

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 6

Table S5 Top30 GO enrichment of DEGs between VD and CK groups

| Class | GO term | GO name | Deg number of this term |
| --- | --- | --- | --- |
| biological_process | GO:0009987 | cellular process | 615 |
| cellular_component | GO:0005623 | cell | 603 |
| cellular_component | GO:0044464 | cell part | 601 |
| biological_process | GO:0044699 | single-organism process | 593 |
| molecular_function | GO:0005488 | binding | 528 |
| cellular_component | GO:0043226 | organelle | 482 |
| biological_process | GO:0065007 | biological regulation | 476 |
| biological_process | GO:0050789 | regulation of biological process | 449 |
| cellular_component | GO:0016020 | membrane | 447 |
| biological_process | GO:0008152 | metabolic process | 431 |
| biological_process | GO:0050896 | response to stimulus | 392 |
| biological_process | GO:0032501 | multicellular organismal process | 345 |
| cellular_component | GO:0044425 | membrane part | 338 |
| biological_process | GO:0032502 | developmental process | 328 |
| biological_process | GO:0023052 | signaling | 297 |
| biological_process | GO:0051179 | localization | 293 |
| biological_process | GO:0071840 | cellular component organization or biogenesis | 273 |
| biological_process | GO:0048518 | positive regulation of biological process | 269 |
| cellular_component | GO:0005576 | extracellular region | 247 |
| cellular_component | GO:0044422 | organelle part | 241 |
| molecular_function | GO:0003824 | catalytic activity | 234 |
| cellular_component | GO:0044421 | extracellular region part | 231 |
| biological_process | GO:0048519 | negative regulation of biological process | 223 |
| cellular_component | GO:0032991 | macromolecular complex | 185 |
| biological_process | GO:0002376 | immune system process | 131 |
| biological_process | GO:0051704 | multi-organism process | 103 |
| biological_process | GO:0040011 | locomotion | 99 |
| cellular_component | GO:0045202 | synapse | 90 |
| cellular_component | GO:0030054 | cell junction | 87 |
| biological_process | GO:0022610 | biological adhesion | 85 |

Abbreviations: DEGs: differentially expressed genes; VD: vascular dementia; CK: normal saline control; GO: Gene Ontology

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 7

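For each gene, this table gives the study's log2 fold change between INS + VD and VD hippocampi with a p-value, such as those of Six3, a forebrain transcription factor gene, and Igh-6. Of its 938 genes, all are in the deposited table and 850 were tested here. All 850 had the table's sign, and 586 were at the unadjusted p with |log2 fold change| of at least 1. Across these genes, which are not independent replicates, the log2 fold changes correlated with the table's at a Pearson r of 0.909 and a Spearman rho of 0.814, with a slope of 0.584. Adding 0.01 in place of 1 to the FPKM gave a slope of 1.09. Six3 was listed at 0 in all VD libraries and at 1.81, 2.73 and 4.69 FPKM in INS + VD.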

Table S3 DEGs between INS+VD and VD groups.

Abbreviations: DEGs: differentially expressed genes; VD: vascular dementia; INS: insulin; FC: fold change

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 8

Table S4 Top 30 GO enrichment of DEGs between INS+VD and VD groups

| Class | GO term | GO name | Deg number of this term |
| --- | --- | --- | --- |
| cellular_component | GO:0005623 | cell | 450 |
| cellular_component | GO:0044464 | cell part | 448 |
| biological_process | GO:0009987 | cellular process | 448 |
| biological_process | GO:0044699 | single-organism process | 430 |
| molecular_function | GO:0005488 | binding | 387 |
| biological_process | GO:0065007 | biological regulation | 369 |
| biological_process | GO:0050789 | regulation of biological process | 351 |
| cellular_component | GO:0043226 | organelle | 334 |
| cellular_component | GO:0016020 | membrane | 333 |
| biological_process | GO:0008152 | metabolic process | 303 |
| biological_process | GO:0050896 | response to stimulus | 302 |
| biological_process | GO:0032501 | multicellular organismal process | 277 |
| biological_process | GO:0032502 | developmental process | 248 |
| cellular_component | GO:0044425 | membrane part | 239 |
| biological_process | GO:0023052 | signaling | 239 |
| biological_process | GO:0051179 | localization | 225 |
| biological_process | GO:0048518 | positive regulation of biological process | 218 |
| biological_process | GO:0071840 | cellular component organization or biogenesis | 206 |
| cellular_component | GO:0044422 | organelle part | 177 |
| biological_process | GO:0048519 | negative regulation of biological process | 176 |
| cellular_component | GO:0032991 | macromolecular complex | 163 |
| cellular_component | GO:0005576 | extracellular region | 155 |
| cellular_component | GO:0044421 | extracellular region part | 142 |
| molecular_function | GO:0003824 | catalytic activity | 128 |
| biological_process | GO:0002376 | immune system process | 95 |
| molecular_function | GO:0060089 | molecular transducer activity | 85 |
| biological_process | GO:0040011 | locomotion | 79 |
| cellular_component | GO:0030054 | cell junction | 77 |
| cellular_component | GO:0045202 | synapse | 75 |
| biological_process | GO:0051704 | multi-organism process | 75 |

Abbreviations: DEGs: differentially expressed genes; VD: vascular dementia; INS: insulin; GO: Gene Ontology

# Supplementary material for: Integrated transcriptome and metabolome analysis to investigate the mechanism of intranasal insulin treatment in a rat model of vascular dementia
**Source:** Front Pharmacol. 2023 May 15;14:1182803. doi: 10.3389/fphar.2023.1182803
**Supplement:** Supplementary file 9

Table S6 Top30 KEGG pathways of DEGs between INS+VD and VD groups

| #Term | ID | Input number | P-Value | Corrected P-Value |
| --- | --- | --- | --- | --- |
| Ribosome | rno03010 | 34 | 5.4E-14 | 5.32E-11 |
| Neuroactive ligand-receptor interaction | rno04080 | 36 | 9.29E-09 | 8.33E-07 |
| Calcium signaling pathway | rno04020 | 26 | 9.97E-08 | 7.56E-06 |
| Morphine addiction | rno05032 | 18 | 2.65E-07 | 1.86E-05 |
| Retrograde endocannabinoid signaling | rno04723 | 17 | 4.03E-06 | 0.000181 |
| cAMP signaling pathway | rno04024 | 24 | 4.51E-06 | 0.000193 |
| Cholinergic synapse | rno04725 | 17 | 8.96E-06 | 0.000354 |
| Dopaminergic synapse | rno04728 | 18 | 1.22E-05 | 0.000436 |
| Nicotine addiction | rno05033 | 10 | 2.36E-05 | 0.000803 |
| Circadian entrainment | rno04713 | 14 | 6.69E-05 | 0.002127 |
| Insulin secretion | rno04911 | 13 | 0.000113 | 0.003421 |
| GABAergic synapse | rno04727 | 13 | 0.000173 | 0.004865 |
| Estrogen signaling pathway | rno04915 | 13 | 0.000257 | 0.00703 |
| Salivary secretion | rno04970 | 11 | 0.000366 | 0.009754 |
| Oxytocin signaling pathway | rno04921 | 17 | 0.000389 | 0.010095 |
| Glutamatergic synapse | rno04724 | 14 | 0.000477 | 0.012047 |
| Axon guidance | rno04360 | 18 | 0.000558 | 0.013766 |
| Serotonergic synapse | rno04726 | 14 | 0.000655 | 0.015763 |
| Chagas disease (American trypanosomiasis) | rno05142 | 13 | 0.000686 | 0.016111 |
| Pertussis | rno05133 | 10 | 0.000862 | 0.019767 |
| HTLV-I infection | rno05166 | 23 | 0.001215 | 0.026615 |
| Gap junction | rno04540 | 11 | 0.001424 | 0.03038 |
| Cocaine addiction | rno05030 | 8 | 0.001448 | 0.03038 |
| Antigen processing and presentation | rno04612 | 10 | 0.001559 | 0.031512 |
| Chemokine signaling pathway | rno04062 | 17 | 0.001566 | 0.031512 |
| Systemic lupus erythematosus | rno05322 | 12 | 0.001874 | 0.036961 |
| Melanogenesis | rno04916 | 11 | 0.002336 | 0.04266 |
| Thyroid hormone synthesis | rno04918 | 9 | 0.002446 | 0.043845 |
| Proteoglycans in cancer | rno05205 | 18 | 0.002568 | 0.045108 |
| Pathways in cancer | rno05200 | 28 | 0.003382 | 0.053782 |

Abbreviations: KEGG; Kyoto Encyclopedia of Genes and Genomes; DEGs: differentially expressed genes; VD: vascular dementia; INS: insulin;

How the deposited data were processed for this re-analysis (not part of the article)

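Hippocampal tissue of rats was sequenced as 9 libraries, 3 each of the CK, VD and INS + VD groups, at 8 weeks. The deposited table holds 1 value per gene and library for 21138 genes, with rat Ensembl identifiers, symbols and positions, and 85 genes have no symbol. The authors aligned clean reads with HISAT2 and calculated FPKM. The totals of the columns differ between libraries, and the values are not limited to whole numbers and are never negative. The notes of the submission name a mouse genome build although the identifiers are those of rat genes, so positions are given as in the table without a build. Counts are not in the table, so no counting interval is given.

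Values were taken as log2(FPKM + 1). Genes with at least 0.5 FPKM in at least 3 of the 9 libraries, 15099 in all, were kept. One limma model (limma 3.58.1 in R 4.3.3) with the 3 groups and no replicate block was fitted to the 9 libraries, with a trend of the prior spread on the mean. The comparisons were VD vs. CK, INS + VD vs. VD and INS + VD vs. CK. Adjusted p-values follow Benjamini and Hochberg over the genes kept, and a gene passed at an adjusted p of at most 0.05 with an absolute log2 fold change of at least 1, the thresholds of the paper's methods. A second count used the unadjusted p with the same fold change, because the p column of Tables S2 and S3 runs up to just under 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

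Gene lists were tested with camera at a correlation between genes of 0.01, adjusted over the 41 lists of a comparison, and again with a correlation estimated from the data. There were 19 lists of pathways and functions, 13 of cell types and 9 of brain regions, with 2115 names of which 2045 matched the table. The lists and the rule for naming genes were set before the data were examined, but after Tables S2 and S3 had been read, so lists with genes of those tables are not independent evidence. Tests without those genes took them out of the lists only. As they were chosen for large differences, weaker results are partly built in. Genes are named if the paper names them in its transcriptome results or Table S1, if they are among the 5 largest changes per direction with a mean of at least 1 FPKM and groups that do not overlap, if they are among up to 4 members of a list with the smallest p, or if they encode proteins the paper stained or discussed. Gapdh is not in the table. Any other gene named was chosen after its values were seen.

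The procedure was tested on simulated data with the spread of the deposited libraries. Of 50 genes given a log2 change of 1, 2, 3 or 4, the adjusted p recovered 2, 26, 41 and 47 for VD vs. CK and 1, 19, 33 and 46 for INS + VD vs. VD, while 4 and 3 of 14899 unchanged genes passed. The simulation drew genes independently with equal spread in every library. The VD libraries were less alike than the others, so these counts need not hold for the deposited libraries. Alternatives set before the data were examined changed the pseudocount, the filter, the scaling, the prior spread, the weights, the libraries in the fit, the replicate block, the fold change minimum, the correlation in camera and the members of the lists, and left out each library in turn. Leaving out CK replicate 3, VD replicate 2 and INS + VD replicate 2 together, alone or with VD replicate 1, was chosen after seeing the data; these libraries were picked by a value that is not reported here. After removing group means, correlations between libraries of the same number ran from −0.317 to 0.383, and of different numbers from −0.362 to 0.385. Between VD and INS + VD the same numbers gave 0.040, 0.383 and 0.338, and different numbers −0.362 to 0.070. These values do not settle whether replicate numbers pair the samples. The immunohistochemistry, metabolite, behavioural and qRT-PCR data are not in the deposited table and were left out.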

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

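The tests of VD replicate 1 and of brain regions, and that of a return towards CK, were chosen after the results were seen.

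VD replicate 1 stands apart from the 8 other libraries, with 568 genes at 0 that exceed 1 FPKM in all of them. Lower depth is argued against, since the FPKM worth 1 fragment was 1.06 times that of CK replicate 2, and so is a signal taken up by a few genes, since its 10 highest genes held 10.4% of the total, against up to 30.5% elsewhere. Lower values of genes with a long span are a candidate explanation for part of the difference, since the library's deviations correlated with gene span at −0.348, against −0.0738 for the lowest other library. As the whole cause of the genes at 0 this is argued against, since 45.2% of the 568 had a span under the median of the genes kept (medians 26.4 and 19.0 kb). Span is the genomic distance from gene start to end, introns included, so these values do not speak to transcript length. The trend with span could come from RNA fragmentation or library preparation, and which was not tested. No biological explanation was tested, since VD replicates 2 and 3 had the same treatment.

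Genes of other brain regions differ between libraries of the same group, and tissue of those regions is a candidate explanation in a bulk sample without any sort: of the cerebellum list 88% of members were highest in CK replicate 3, of the brainstem list 68.1% in VD replicate 2 (chance 11.1%), and of the olfactory bulb list 36.8% were higher in both VD replicates 1 and 3 than in the 7 others (chance 2.78%). Treatment is argued against for the cerebellum genes, 4.66 log2 units above CK replicates 1 and 2 in CK replicate 3. The mean of olfactory bulb genes was 2.33 in VD replicate 2, below the highest CK or INS + VD library (2.76). VD replicate 2 had the same treatment as VD replicates 1 and 3, which speaks against treatment as the whole cause. It rests on VD replicate 2 alone, so treatment stays open for the olfactory bulb genes. A mislabelled sample stays open too, since CK replicate 3 correlated at up to 0.870 with CK libraries and 0.875 with INS + VD replicate 2, and a single wrong label needs no partner. Among abundant genes, chosen after their values were seen, Cbln1 reached 613 FPKM in CK replicate 3, Nefh 480.1 FPKM in VD replicate 2 and Cdhr1 229.6 FPKM in VD replicate 3. Of the cerebellum, brainstem and olfactory bulb lists, CK replicates 1 and 2 expressed 15 of 25, 6 of 47 and 20 of 38 genes at 1 FPKM or more, other lists held 11, 10 and 14, and Tables S2 and S3 held 3, 3 and 11.

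Genes move in opposite directions in VD vs. CK and INS + VD vs. VD. The real groups gave 585 shared genes of opposite direction, 258 without INS + VD replicate 3 and 1667 without VD replicate 3. Of 100 regroupings of the 9 libraries 4 gave as many, the real groups, which were drawn 2 times, included (highest other 755). This share of 0.04 has a standard error of 0.0196 and lies under the limit of 0.05 by less than that, so chance is not firmly excluded, and sharing the VD libraries as the whole cause cannot be told apart from a difference between the groups. A return towards CK under insulin cannot be told apart from the selection of genes extreme in VD, although over the shared genes INS + VD differed from CK by 13.2% of the difference of VD.

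The following lists exceeded the highest CK library by over 1 log2 unit in the libraries named, a signal in sets of genes that the paper's text does not discuss, although its Tables S6 and S7 list antigen processing and presentation and its text names single members such as Tapbp and Frmd7. Olfactory bulb genes did so by 1.38 in VD replicate 1 and 2.07 in VD replicate 3. Brainstem and spinal cord genes did so by 1.58 in VD replicate 2, and hypothalamus genes by 1.30 in INS + VD replicate 2. Antigen presentation genes lay 1.42 and 1.12 above in VD replicates 1 and 3. Oxidative phosphorylation genes lay 1.22 above in VD replicate 1. Oligodendrocyte genes, all 27 of them expressed in CK, lay 1.67 above and Schwann cell genes 1.09 above in VD replicate 2. Genes of meninges and fibroblasts lay 1.02 above in VD replicate 3. Choroid plexus genes lay 2.57 above in INS + VD replicate 1, where Ttr was at 1635 FPKM against at most 4.57 FPKM elsewhere.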

How the results depend on the processing

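Leaving out CK replicate 3, VD replicate 2 and INS + VD replicate 2 together, alone or with VD replicate 1, was chosen after seeing the data, and the other alternatives before. Both edgeR and DESeq2 need counts, which the table does not hold, and were not run. The adjusted p called 0 genes in every comparison under each alternative set before except those named below, and the unadjusted counts stayed within 1.5 times the count with all libraries except as named or inside the ranges below. The cause was not tested for any change below; fits with libraries left out also have fewer samples, and leaving out the 3 libraries and VD replicate 1 leaves VD with a lone sample assumed to vary like the other groups.

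Leaving out single libraries, genes at the adjusted p ran from 0 to 28 (VD vs. CK) and 0 to 20 (INS + VD vs. VD), the upper values without VD replicate 2. Genes at the unadjusted p ran from 918 (without VD replicate 1) to 2557 (without VD replicate 3) for VD vs. CK, from 391 (without INS + VD replicate 3) to 2233 (without VD replicate 3) for INS + VD vs. VD, and from 90 (without INS + VD replicate 2) to 246 (without INS + VD replicate 1) for INS + VD vs. CK. Shared genes ran from 258 (without INS + VD replicate 3) to 1667 (without VD replicate 3).

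Array weights gave 8 genes at the adjusted p for INS + VD vs. CK, among them Apold1 and Hcrt, and 223 at the unadjusted p. A pseudocount of 0.1 gave 234 there. Without a fold change minimum the unadjusted counts were 1417 (INS + VD vs. VD) and 275 (INS + VD vs. CK). Fits of only the 6 libraries compared shared 376 genes. Without those 3 libraries, 2 genes passed the adjusted p in VD vs. CK and 2 in INS + VD vs. VD, 1513 and 76 the unadjusted p in INS + VD vs. VD and INS + VD vs. CK, and 1067 were shared. Without VD replicate 1 as well these were 433 and 190 at the adjusted p, 1462 at the unadjusted p in INS + VD vs. VD, and 1181 shared, and Zic2 went from −2.06 to 1.75 in VD vs. CK. The replicate block, which treats samples of the same number as paired, gave 0 genes at the adjusted p in each comparison, 1384, 927 and 187 at the unadjusted p, and 608 shared.

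Camera called 29 lists for VD vs. CK, 25 for INS + VD vs. VD and 21 for INS + VD vs. CK. With the correlation estimated from the data it called 0 in each, the smallest adjusted p being 0.133, 0.408 and 0.121. Without the genes of Tables S2 and S3 it called 14 (VD vs. CK) and 13 (INS + VD vs. VD). Those genes were taken out of the lists but stayed among the other genes of the test. They were chosen for large differences, so a loss of calls is partly built in. The calls that ended were, upwards in VD vs. CK, astrocytes, pericytes, choroid plexus, ependymal cells, Schwann cells, hypothalamus and brainstem, and downwards calcium, cAMP, axon guidance, serotonergic synapse, oxytocin, neuroactive receptors, general neurons and neocortex. In INS + VD vs. VD they were serotonergic synapse, oxytocin, heat shock, general neurons, striatum and neocortex (upwards), and carbon metabolism, apoptosis, complement, lysosome, pericytes and olfactory bulb (downwards). Rescaling FPKM to an equal sum per library shifted the median of all genes by −0.20 in VD vs. CK and 0.22 in INS + VD vs. VD, median centring by 0.18 and −0.16, and quantile normalization by −0.10 in INS + VD vs. VD. Among single lists, 1386 of 1596 values under alternatives set before, other than leaving out a library, kept the sign of the median and the side of the threshold, and 34 kept the side with a median of the other sign; 143 lost and 30 gained a call, and 3 changed the direction of the test. Of 1107 values without a library these were 918, 64, 72, 46 and 7. For named genes 8624 of 8757 and 6942 of 7209 kept sign and side, and 131 and 247 kept the side with the other sign.

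Camera's direction changed where a call was made on either side as follows, given as medians. Without the 3 libraries these were oligodendrocytes −1.09 and cerebellum −0.0250 (VD vs. CK), and microglia −0.0969, oligodendrocyte precursors −0.0738 and cerebellum 0.0894 (INS + VD vs. CK). Without VD replicate 1 as well they were oxidative phosphorylation 0.11, oligodendrocytes −0.72, hypothalamus 0.16 and brainstem −0.0853 (VD vs. CK), pericytes −0.21 (INS + VD vs. VD), and neuroactive receptors 0.0474, microglia −0.0969, oligodendrocyte precursors −0.0738, general neurons −0.11 and cerebellum 0.0894 (INS + VD vs. CK). Array weights gave neuroactive receptors 0.00335, microglia −0.0420 and general neurons −0.12 (INS + VD vs. CK). Leaving out single libraries changed it for oligodendrocytes in VD vs. CK, from −1.11 without VD replicate 2 to 0.49 without VD replicate 1, and in INS + VD vs. CK for neuroactive receptors (−0.00145 to 0.63), general neurons (−0.11 to 0.25), neocortex (−0.35 to 0.43), cerebellum (−2.01 to 0.25), immediate early genes (−0.63 to 0.22) and excitatory neurons (−0.56 to 0.39). In the first 3 of these CK replicate 3 gave the low end, in cerebellum the high end, and INS + VD replicate 2 the high end for immediate early genes and a change to 0.35 for excitatory neurons. Without single libraries cerebellum genes in VD vs. CK ran from −2.38 to 0.0353, and microglia and oligodendrocyte precursors in INS + VD vs. CK from 0.0596 to 0.47 and 0.0631 to 0.47.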

Differences from the paper's values

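Leaving out CK replicate 3, VD replicate 2 and INS + VD replicate 2 together, alone or with VD replicate 1, was chosen after seeing the values. The other alternatives were set before the data were examined. With VD replicate 1 left out as well, replicate 3 is the only VD library, so calls of that fit are not read as group differences.

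At the paper's stated thresholds 0 genes passed for VD vs. CK (0 higher, 0 lower), against the paper's 1257 (618 and 639), 0 for INS + VD vs. VD (0 and 0), against the paper's 938 (521 and 417), and 0 were shared, against the paper's 487. None of the alternatives set before the data were examined reaches these counts. Without VD replicate 2, 19 of the paper's genes for VD vs. CK and 11 for INS + VD vs. VD passed. Without those 3 libraries and VD replicate 1, chosen after seeing the values, 164 of the paper's 1257 and 89 of its 938 genes passed and the rest did not, among the named ones Adcy1, Asb16, Mfsd4a and Shank3 for VD vs. CK and Ppm1j, Sfrp5, Prss56 and Shank3 for INS + VD vs. VD. At the unadjusted p, a threshold other than the stated one, there were 1326 (588 and 738), 932 (549 and 383) and 585 shared genes, of which 345 are shared in the paper's tables. The split by direction depended on the scaling, with 461 and 1090 (VD vs. CK) and 879 and 233 (INS + VD vs. VD) for FPKM rescaled to an equal sum per library, 658 and 707, and 499 and 462, for quantile normalization, and 864 and 595, and 425 and 534, for median centring. The paper's p columns run from 7.09e-05 to 0.04998 in Table S2 and from 3.56e-05 to 0.04993 in Table S3.

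The log2 fold changes here use log2(FPKM + 1). A value is said to reach the paper's, or to come within it, where the gap lay within the error of the estimate. The values need not be equal. For example, Cxcr4 at 1.43 without VD replicate 1 counts as reaching the paper's 1.89 for VD vs. CK. For VD vs. CK, Adcy1 was −5.03 against the paper's −6.89, Mfsd4a −3.08 against the paper's −5.57, Htr5a −1.77 against the paper's −3.72 and Trpc5 −1.63 against the paper's −3.75. In INS + VD vs. VD, Htr5a was 1.63 against the paper's 3.36 and Trpc5 1.66 against the paper's 3.67. In these 6 cases pseudocounts of 0.1 and 0.01 bring the value within the paper's, and the other alternatives do not. Asb16 was 1.45 against the paper's 6.61 and Mettl11b −1.34 against the paper's −5.26 for VD vs. CK, and Mettl11b 1.57 against the paper's 5.38, Ppm1j −2.59 against the paper's −5.51, Sfrp5 −1.89 against the paper's −5.88 and Prss56 −2.37 against the paper's −5.998 for INS + VD vs. VD. Of the alternatives only a pseudocount of 0.01 reaches the paper's value for these.

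Spp1 was 5.52 against the paper's 7.21 for VD vs. CK. Pseudocounts of 0.1 and 0.01, array weights, and leaving out CK replicate 1 or VD replicate 1 bring it within the error of the estimate. Without VD replicate 1 Spp1 was at 5.92, still below the paper's value. The other alternatives set before do not bring it there. Leaving out those 3 libraries and VD replicate 1, chosen after seeing the values, also does, with replicate 3 as the only VD library. Cxcr4 was 1.35 against the paper's 1.89 for VD vs. CK, reached with both smaller pseudocounts, the 3 scalings, the 6 libraries alone, array weights, or without CK replicates 2 or 3 or VD replicates 1 or 2, and not with the others, and also without those 3 libraries, chosen after seeing the values, where 0 of the paper's 1257 genes passed. Cxcr4 in INS + VD vs. VD was −1.60 against the paper's −2.33, reached with both smaller pseudocounts, without VD replicate 2 and without INS + VD replicate 1, not with the others, and with both choices made after seeing the values, where 1 and 89 of the paper's 938 genes passed.

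Frmd7, Nkx2-1 and Asb15 were below the minimum for a test. Frmd7 was 2.58 against the paper's 7.08 for VD vs. CK and −2.56 against the paper's −6.59 for INS + VD vs. VD, Nkx2-1 1.52 against the paper's 6.18 and Asb15 1.13 against the paper's 5.70 for INS + VD vs. VD, as differences of mean log2(FPKM + 1). A pseudocount of 0.01 reaches the paper's value in these 4 cases, and one of 0.1 only for Frmd7 in INS + VD vs. VD; the filters that keep these genes do not, and the others do not keep them.

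The paper calls Frmd7 the gene lowered most and Mpdz the gene raised most in INS + VD vs. VD. In the paper's Table S3 the lowest gene is Igh-6 (the paper's −10.00), the highest Six3 (the paper's 6.59), and Mpdz has the smallest increase (the paper's 1.03). Here Igh-6 was at −6.27 and Mpdz at 1.03, below Adcy1 at 3.45. Tapbp, which the paper calls raised most in VD vs. CK, was at 0.79 here and has the smallest increase of Table S2 (the paper's 1.00), where Spp1 is highest. The paper calls Adcy1 lowered most in VD vs. CK. It had the largest decrease here among genes at the unadjusted p with a mean of at least 1 FPKM and groups that did not overlap. The paper states that most differing genes were enriched in calcium, cAMP and axon guidance pathways. By the lists used here, with glutamatergic synapse added and written without KEGG, 67 of 1326 (5.05%) and 56 of 932 genes (6.01%) at the unadjusted p belong to them, against 2.58% of all genes tested. Each of the 4 lists was enriched by a one-sided Fisher's exact test in both comparisons (adjusted p at most 0.0195). That test treats genes as independent. The lists were written after Tables S2 and S3 had been read, so it is not independent of the study's gene selection. The paper calls Itpr1, Shank3, Trpc5 and Cxcr4 significantly different between the groups, and the genes of its integrated pathways, and none of those tested passed limma's adjusted p with all 9 libraries.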

Other observations

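The tests of this part were set before the results were seen. The gene lists were written after Tables S2 and S3 had been read, so lists with genes of those tables are not independent evidence. Taking genes chosen for their differences out of the lists favours smaller medians and fewer calls.

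With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For VD vs. CK the real split gave 0 genes at the adjusted p, as did or exceeded all 10 splits (highest other 4), 1326 at the unadjusted p (1 split with as many, the real one; highest other 976) and 29 lists (1 split; highest other 25). INS + VD vs. VD gave 0 (10 splits; highest other 0), 932 (2 splits; highest other 1160) and 25 lists (2 splits; highest other 25). INS + VD vs. CK gave 0 (10 splits; highest other 1), 142 (5 splits; highest other 293) and 21 lists (5 splits; highest other 27).

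INS + VD vs. CK, which the paper does not report, had 0 genes at limma's adjusted p, 96 higher and 46 lower at the unadjusted p with |log2 fold change| of at least 1, and 275 without a fold change minimum, fewer than the 755 expected by chance. The spread of a gene was taken from all 9 libraries, and VD libraries were less alike (mean Spearman correlation 0.803) than CK (0.904) or INS + VD (0.934). The p-values of INS + VD vs. CK can therefore be too large, and the low count is not evidence of likeness. The groups did not overlap for 11.1% of genes (chance 10%). The count was 221 without CK replicate 1, 246 without INS + VD replicate 1 and 90 without INS + VD replicate 2. Hspb1 and Hspa1b, heat shock genes, were at 2.54 (adjusted p = 1) and 2.46 (adjusted p = 1), and the lipoxygenase gene Alox15 at −2.52 (adjusted p = 1). The selenoprotein gene Selenow was at −3.06 (adjusted p = 1), and Srm, of spermidine synthesis, at 2.73 (adjusted p = 1).

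Of genes whose proteins the paper stained or discussed, Mapt, the gene of tau, had log2 fold changes of −0.67 (adjusted p = 0.311) for VD vs. CK and 0.68 (adjusted p = 0.512) for INS + VD vs. VD, and App, the gene of the amyloid precursor, −0.74 (adjusted p = 0.39) and 0.82 (adjusted p = 0.512). Gfap was at −0.74 (adjusted p = 0.512) for INS + VD vs. VD. The apoptosis gene Bax was at 0.45 (adjusted p = 0.672) for VD vs. CK and −1.09 (adjusted p = 0.512) for INS + VD vs. VD. For Bcl2, at 0, 1.58 and 3.51 FPKM in VD and 1.24, 1.61 and 1.68 FPKM in CK, they were −0.14 (adjusted p = 0.896) and 0.43 (adjusted p = 0.702). Insr, the insulin receptor gene, was at −0.71 (adjusted p = 0.53) and 0.72 (adjusted p = 0.57), and Actb at 0.03 (adjusted p = 0.966) and 0.03 (adjusted p = 0.977). Without VD replicate 1, whose 0 for Bcl2 is not taken as evidence of low expression, these 2 values were 0.45 and −0.16 for Bcl2, −0.18 and −0.45 for Bax, −0.07 and 0.09 for Insr and −0.46 and 0.53 for App, so that both changed sign for Bcl2 and the first for Bax. Without VD replicate 3 they were −0.64 and 0.93 for Bcl2 and −1.20 and 1.22 for Insr, and without VD replicate 2 Bax was at 0.92 for VD vs. CK. Without single libraries Actb ran from −0.20 to 0.20 and from −0.14 to 0.26. Cd74, the invariant chain gene of MHC class II, was higher by 3.19 without passing (adjusted p = 0.196) and passed without VD replicate 2 (4.04).

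Inflammation genes had a median log2 fold change of 0.70 for VD vs. CK (46 of 55 higher; camera adjusted p = 8.35e-12; adjusted p = 0.133 with an estimated correlation), −0.53 for INS + VD vs. VD (43 of 55 lower; camera adjusted p = 1.15e-07; adjusted p = 0.408 with an estimated correlation) and 0.28 for INS + VD vs. CK (39 of 55 higher; camera adjusted p = 5.94e-05; adjusted p = 0.264 with an estimated correlation). Inflammation genes came to 0.19 without INS + VD replicate 2 (INS + VD vs. CK). Complement genes had a median log2 fold change of 0.90 for VD vs. CK (16 of 17 higher; camera adjusted p = 5.82e-08; adjusted p = 0.133 with an estimated correlation), −0.41 for INS + VD vs. VD (14 of 17 lower; camera adjusted p = 3.18e-04; adjusted p = 0.408 with an estimated correlation) and 0.46 for INS + VD vs. CK (16 of 17 higher; camera adjusted p = 7.03e-06; adjusted p = 0.121 with an estimated correlation). Complement genes came to −0.76 without VD replicate 1 and −0.26 (adjusted p = 0.234) without the genes of Tables S2 and S3 (INS + VD vs. VD). Antigen presentation genes had a median log2 fold change of 1.30 for VD vs. CK (24 of 26 higher; camera adjusted p = 1.78e-12; adjusted p = 0.192 with an estimated correlation), −0.96 for INS + VD vs. VD (22 of 26 lower; camera adjusted p = 2.15e-08; adjusted p = 0.408 with an estimated correlation) and 0.37 for INS + VD vs. CK (24 of 26 higher; camera adjusted p = 2.28e-05; adjusted p = 0.427 with an estimated correlation). Antigen presentation genes came to −0.56 without VD replicate 1 (INS + VD vs. VD). Antigen presentation genes came to 0.18 without INS + VD replicate 2 (INS + VD vs. CK). Lysosome and phagosome genes had a median log2 fold change of 0.44 for VD vs. CK (53 of 67 higher; camera adjusted p = 1.40e-06; adjusted p = 0.301 with an estimated correlation), −0.31 for INS + VD vs. VD (48 of 67 lower; camera adjusted p = 2.09e-04; adjusted p = 0.408 with an estimated correlation) and 0.10 for INS + VD vs. CK (47 of 67 higher; camera adjusted p = 0.00333; adjusted p = 0.473 with an estimated correlation). Lysosome and phagosome genes came to −0.27 (adjusted p = 0.052) without the genes of Tables S2 and S3 (INS + VD vs. VD). Lysosome and phagosome genes came to 0.09 (adjusted p = 0.12) without CK replicate 3, 0.08 (adjusted p = 0.121) without INS + VD replicate 2, 0.24 without INS + VD replicate 3 and 0.07 (adjusted p = 0.0658) without the genes of Tables S2 and S3 (INS + VD vs. CK). Medians came closer to 0 under another scaling for lysosome and phagosome genes (−0.08) for INS + VD vs. VD with FPKM rescaled to an equal sum per library.

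Microglia and macrophage genes had a median log2 fold change of 1.03 for VD vs. CK (26 of 31 higher; camera adjusted p = 2.63e-10; adjusted p = 0.301 with an estimated correlation), −0.82 for INS + VD vs. VD (25 of 31 lower; camera adjusted p = 2.83e-07; adjusted p = 0.408 with an estimated correlation) and 0.34 for INS + VD vs. CK (25 of 31 higher; camera adjusted p = 1.08e-04; adjusted p = 0.473 with an estimated correlation). Microglia and macrophage genes came to 0.06 (adjusted p = 0.854) without CK replicate 3, 0.21 without INS + VD replicate 2 and 0.10 (adjusted p = 0.554) without the genes of Tables S2 and S3 (INS + VD vs. CK). Astrocyte genes had a median log2 fold change of 0.57 for VD vs. CK (20 of 27 higher; camera adjusted p = 1.78e-04; adjusted p = 0.505 with an estimated correlation), −0.28 for INS + VD vs. VD (17 of 27 lower; camera adjusted p = 0.0669) and 0.29 for INS + VD vs. CK (23 of 27 higher; camera adjusted p = 1.33e-05; adjusted p = 0.473 with an estimated correlation). Astrocyte genes came to 0.30 (adjusted p = 0.0694) without VD replicate 2 and 0.18 (adjusted p = 0.181) without the genes of Tables S2 and S3 (VD vs. CK). Astrocyte genes came to −0.39 (adjusted p = 7.14e-04) without VD replicate 1, −0.05 without VD replicate 2, −0.46 (adjusted p = 0.0321) without VD replicate 3, −0.48 (adjusted p = 0.00817) without INS + VD replicate 2 and −0.12 without INS + VD replicate 3 (INS + VD vs. VD). Astrocyte genes came to 0.51 without CK replicate 2, 0.45 without CK replicate 3 and 0.23 (adjusted p = 0.0547) without the genes of Tables S2 and S3 (INS + VD vs. CK). Blood cell genes had a median log2 fold change of −0.39 for VD vs. CK (5 of 10 lower; camera adjusted p = 0.366), −0.39 for INS + VD vs. VD (8 of 10 lower; camera adjusted p = 0.0539) and −0.62 for INS + VD vs. CK (8 of 10 lower; camera adjusted p = 1.52e-06; adjusted p = 0.121 with an estimated correlation). Blood cell genes came to −0.16 without CK replicate 2, −0.62 without CK replicate 3, −0.08 without VD replicate 1, −0.60 without VD replicate 2 and −0.77 without VD replicate 3 (VD vs. CK). Blood cell genes came to −0.85 (adjusted p = 0.00405) without VD replicate 2, −0.85 (adjusted p = 0.0282) without INS + VD replicate 2 and −0.16 without INS + VD replicate 3 (INS + VD vs. VD). Oligodendrocyte genes had a median log2 fold change of −0.30 for VD vs. CK (16 of 27 lower; camera adjusted p = 0.871), 0.34 for INS + VD vs. VD (16 of 27 higher; camera adjusted p = 0.551) and 0.14 for INS + VD vs. CK (17 of 27 higher; camera adjusted p = 0.213). Oligodendrocyte genes came to −0.17 without CK replicate 3, 0.49 without VD replicate 1, −1.11 (adjusted p = 7.44e-04) without VD replicate 2 and 0.18 without VD replicate 3 (VD vs. CK). Oligodendrocyte genes came to −0.32 without VD replicate 1, 1.24 (adjusted p = 1.64e-05) without VD replicate 2, −0.04 without VD replicate 3, 0.02 without INS + VD replicate 1, −0.03 without INS + VD replicate 2 and 1.11 (adjusted p = 1.93e-04) without INS + VD replicate 3 (INS + VD vs. VD). Oligodendrocyte genes came to −0.19 without INS + VD replicate 1, −0.18 without INS + VD replicate 2 and 0.82 (adjusted p = 2.76e-08) without INS + VD replicate 3 (INS + VD vs. CK). Oligodendrocyte precursor genes had a median log2 fold change of 0.08 for VD vs. CK (8 of 13 higher; camera adjusted p = 0.959), 0.23 for INS + VD vs. VD (10 of 13 higher; camera adjusted p = 0.168) and 0.31 for INS + VD vs. CK (10 of 13 higher; camera adjusted p = 0.0279; adjusted p = 0.594 with an estimated correlation). Oligodendrocyte precursor genes came to 0.22 without CK replicate 1, 0.29 without CK replicate 2, −0.06 without CK replicate 3, 0.42 without VD replicate 1 and −0.13 without VD replicate 3 (VD vs. CK). Oligodendrocyte precursor genes came to 0.05 without VD replicate 1, 0.50 without VD replicate 3 and 0.36 without INS + VD replicate 3 (INS + VD vs. VD). Oligodendrocyte precursor genes came to 0.47 without CK replicate 2, 0.06 (adjusted p = 0.765) without CK replicate 3, 0.31 (adjusted p = 0.0877) without VD replicate 1, 0.36 (adjusted p = 0.105) without INS + VD replicate 1 and 0.32 (adjusted p = 0.0543) without INS + VD replicate 2 (INS + VD vs. CK). Medians came closer to 0 under another scaling for astrocyte genes (−0.06) for INS + VD vs. VD with FPKM rescaled to an equal sum per library; for oligodendrocyte precursor genes (0.07) for INS + VD vs. VD with median centring. Median, mean and test differed in sign for VD vs. CK in oligodendrocyte genes (mean 0.01, test upwards), oligodendrocyte precursor genes (mean −0.16, test upwards; median −0.14 with FPKM rescaled to an equal sum per library) and blood cell genes (mean 0.33, test downwards).

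Endothelial genes had a median log2 fold change of 0.01 for VD vs. CK (10 of 20 higher; camera adjusted p = 0.773), −0.10 for INS + VD vs. VD (11 of 20 lower; camera adjusted p = 0.201) and −0.08 for INS + VD vs. CK (12 of 20 lower; camera adjusted p = 0.198). Endothelial genes came to −0.13 without CK replicate 1, 0.14 without CK replicate 2, −0.03 without CK replicate 3, 0.24 (adjusted p = 0.0349) without VD replicate 1 and −0.24 without VD replicate 2 (VD vs. CK). Endothelial genes came to −0.35 (adjusted p = 4.80e-04) without VD replicate 1 and 0.15 without VD replicate 2 (INS + VD vs. VD). Endothelial genes came to 0.01 without CK replicate 2, −0.13 (adjusted p = 0.031) without CK replicate 3, −0.20 (adjusted p = 0.0463) without INS + VD replicate 2 and 0.08 without INS + VD replicate 3 (INS + VD vs. CK). Pericyte and smooth muscle genes had a median log2 fold change of 0.50 for VD vs. CK (12 of 18 higher; camera adjusted p = 0.00366; adjusted p = 0.505 with an estimated correlation), −0.58 for INS + VD vs. VD (13 of 18 lower; camera adjusted p = 0.0068; adjusted p = 0.408 with an estimated correlation) and 0.13 for INS + VD vs. CK (12 of 18 higher; camera adjusted p = 0.389). Pericyte and smooth muscle genes came to 0.28 (adjusted p = 0.163) without VD replicate 2 and 0.37 (adjusted p = 0.126) without the genes of Tables S2 and S3 (VD vs. CK). Pericyte and smooth muscle genes came to −0.36 without VD replicate 1, −0.43 (adjusted p = 0.276) without VD replicate 2 and −0.26 (adjusted p = 0.11) without the genes of Tables S2 and S3 (INS + VD vs. VD). Pericyte and smooth muscle genes came to 0.00 without INS + VD replicate 2 and 0.23 without INS + VD replicate 3 (INS + VD vs. CK). Genes of meninges and fibroblasts had a median log2 fold change of 0.89 for VD vs. CK (20 of 22 higher; camera adjusted p = 1.13e-05; adjusted p = 0.505 with an estimated correlation), −0.59 for INS + VD vs. VD (18 of 22 lower; camera adjusted p = 1.28e-04; adjusted p = 0.408 with an estimated correlation) and 0.10 for INS + VD vs. CK (16 of 22 higher; camera adjusted p = 0.0848). Genes of meninges and fibroblasts came to 0.59 without VD replicate 3 (VD vs. CK). Genes of meninges and fibroblasts came to −1.01 without VD replicate 2, −0.32 without VD replicate 3 and −0.36 without INS + VD replicate 2 (INS + VD vs. VD). Genes of meninges and fibroblasts came to 0.30 (adjusted p = 0.0019) without CK replicate 2, −0.04 without CK replicate 3 and 0.26 (adjusted p = 2.56e-04) without INS + VD replicate 2 (INS + VD vs. CK). Choroid plexus genes had a median log2 fold change of 0.82 for VD vs. CK (13 of 18 higher; camera adjusted p = 0.0142; adjusted p = 0.541 with an estimated correlation), 0.63 for INS + VD vs. VD (11 of 18 higher; camera adjusted p = 0.104) and 0.92 for INS + VD vs. CK (18 of 18 higher; camera adjusted p = 2.78e-11; adjusted p = 0.264 with an estimated correlation). Choroid plexus genes came to 0.60 (adjusted p = 0.0576) without CK replicate 3, 0.57 (adjusted p = 0.0721) without VD replicate 1 and 0.62 (adjusted p = 0.19) without the genes of Tables S2 and S3 (VD vs. CK). Choroid plexus genes came to 0.55 (adjusted p = 0.0121) without VD replicate 1, −0.13 without INS + VD replicate 1, 0.79 (adjusted p = 0.00942) without INS + VD replicate 2 and 0.93 (adjusted p = 6.06e-04) without INS + VD replicate 3 (INS + VD vs. VD). Choroid plexus genes came to 0.30 without INS + VD replicate 1 and 1.51 without INS + VD replicate 3 (INS + VD vs. CK). Ependymal genes had a median log2 fold change of 0.43 for VD vs. CK (11 of 13 higher; camera adjusted p = 0.0157; adjusted p = 0.505 with an estimated correlation), 0.40 for INS + VD vs. VD (9 of 13 higher; camera adjusted p = 0.154) and 1.12 for INS + VD vs. CK (11 of 13 higher; camera adjusted p = 5.04e-10; adjusted p = 0.121 with an estimated correlation). Ependymal genes came to 0.69 without CK replicate 1, 0.37 (adjusted p = 0.0749) without CK replicate 3, 0.25 (adjusted p = 0.126) without VD replicate 1 and 0.39 (adjusted p = 0.126) without the genes of Tables S2 and S3 (VD vs. CK). Ependymal genes came to 0.55 (adjusted p = 0.00647) without VD replicate 1, 0.24 without INS + VD replicate 1, 0.09 without INS + VD replicate 2 and 0.61 (adjusted p = 0.00262) without INS + VD replicate 3 (INS + VD vs. VD). Ependymal genes came to 0.72 without CK replicate 3 (INS + VD vs. CK). Schwann cell genes had a median log2 fold change of 0.95 for VD vs. CK (8 of 10 higher; camera adjusted p = 0.0219; adjusted p = 0.505 with an estimated correlation), −0.58 for INS + VD vs. VD (8 of 10 lower; camera adjusted p = 0.0836) and 0.29 for INS + VD vs. CK (7 of 10 higher; camera adjusted p = 0.233). Schwann cell genes came to 1.08 (adjusted p = 0.119) without CK replicate 3, 1.44 without VD replicate 1, 0.33 (adjusted p = 0.314) without VD replicate 2 and 0.52 (adjusted p = 0.299) without the genes of Tables S2 and S3 (VD vs. CK). Schwann cell genes came to −0.91 (adjusted p = 0.00191) without VD replicate 1, −0.28 without VD replicate 2, −0.34 without VD replicate 3, −0.72 (adjusted p = 0.0471) without INS + VD replicate 1 and −0.33 without INS + VD replicate 3 (INS + VD vs. VD). Schwann cell genes came to 0.12 without INS + VD replicate 2 and 0.66 (adjusted p = 0.0242) without INS + VD replicate 3 (INS + VD vs. CK). The endothelial median became −0.19 for VD vs. CK and 0.12 for INS + VD vs. VD with FPKM rescaled to an equal sum per library, and its mean for VD vs. CK was −0.01.

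Oxidative phosphorylation genes had a median log2 fold change of 0.58 for VD vs. CK (69 of 73 higher; camera adjusted p = 1.72e-07; adjusted p = 0.541 with an estimated correlation), −0.86 for INS + VD vs. VD (69 of 73 lower; camera adjusted p = 4.65e-18; adjusted p = 0.408 with an estimated correlation) and −0.26 for INS + VD vs. CK (66 of 73 lower; camera adjusted p = 7.53e-07; adjusted p = 0.725 with an estimated correlation). Oxidative phosphorylation genes came to 0.09 (adjusted p = 0.511) without VD replicate 1 and 0.89 without VD replicate 3 (VD vs. CK). Oxidative phosphorylation genes came to −0.37 without VD replicate 1 (INS + VD vs. VD). Oxidative phosphorylation genes came to −0.14 without CK replicate 3, −0.48 without INS + VD replicate 2 and −0.13 without INS + VD replicate 3 (INS + VD vs. CK). Insulin signaling genes had a median log2 fold change of −0.42 for VD vs. CK (40 of 66 lower; camera adjusted p = 0.107), 0.34 for INS + VD vs. VD (44 of 66 higher; camera adjusted p = 0.0367; adjusted p = 0.64 with an estimated correlation) and 0.01 for INS + VD vs. CK (34 of 66 higher; camera adjusted p = 0.513). Insulin signaling genes came to −0.38 (adjusted p = 0.0465) without CK replicate 3, −0.09 without VD replicate 1, −0.23 without VD replicate 2 and −0.65 (adjusted p = 0.0146) without VD replicate 3 (VD vs. CK). Insulin signaling genes came to 0.34 (adjusted p = 0.0642) without CK replicate 3, 0.01 (adjusted p = 0.222) without VD replicate 1, 0.46 (adjusted p = 0.11) without VD replicate 2, 0.66 without VD replicate 3, 0.32 (adjusted p = 0.0988) without INS + VD replicate 1 and 0.39 (adjusted p = 0.0617) without INS + VD replicate 3 (INS + VD vs. VD). Insulin signaling genes came to −0.04 without CK replicate 3 and −0.06 without INS + VD replicate 3 (INS + VD vs. CK). Apoptosis genes had a median log2 fold change of 0.18 for VD vs. CK (31 of 47 higher; camera adjusted p = 0.106), −0.23 for INS + VD vs. VD (31 of 47 lower; camera adjusted p = 0.0331; adjusted p = 0.408 with an estimated correlation) and −0.02 for INS + VD vs. CK (25 of 47 lower; camera adjusted p = 0.513). Apoptosis genes came to 0.24 (adjusted p = 0.0467) without CK replicate 3 (VD vs. CK). Apoptosis genes came to −0.21 (adjusted p = 0.103) without VD replicate 2, −0.15 (adjusted p = 0.0972) without VD replicate 3, −0.14 (adjusted p = 0.0784) without INS + VD replicate 3 and −0.22 (adjusted p = 0.106) without the genes of Tables S2 and S3 (INS + VD vs. VD). Apoptosis genes came to 0.01 without CK replicate 3 and 0.02 without INS + VD replicate 3 (INS + VD vs. CK). Immediate early genes had a median log2 fold change of −0.27 for VD vs. CK (24 of 40 lower; camera adjusted p = 0.899), −0.24 for INS + VD vs. VD (23 of 40 lower; camera adjusted p = 0.0836) and −0.30 for INS + VD vs. CK (26 of 40 lower; camera adjusted p = 0.00104; adjusted p = 0.613 with an estimated correlation). Immediate early genes came to −0.01 without CK replicate 1, −0.08 without CK replicate 2, −0.59 without CK replicate 3, −0.42 without VD replicate 1, 0.21 without VD replicate 2 and −0.42 without VD replicate 3 (VD vs. CK). Immediate early genes came to 0.04 without VD replicate 1, −0.51 (adjusted p = 0.00405) without VD replicate 2, 0.21 without VD replicate 3, −0.49 (adjusted p = 0.00644) without INS + VD replicate 1, 0.39 without INS + VD replicate 2 and −0.31 (adjusted p = 0.00302) without INS + VD replicate 3 (INS + VD vs. VD). Immediate early genes came to −0.07 (adjusted p = 0.153) without CK replicate 1, −0.04 (adjusted p = 0.135) without CK replicate 2, −0.63 without CK replicate 3, −0.56 without INS + VD replicate 1, 0.22 (adjusted p = 0.882) without INS + VD replicate 2 and −0.46 without INS + VD replicate 3 (INS + VD vs. CK). Heat shock and unfolded protein response genes had a median log2 fold change of 0.41 for VD vs. CK (24 of 32 higher; camera adjusted p = 0.00252; adjusted p = 0.505 with an estimated correlation), 0.20 for INS + VD vs. VD (24 of 32 higher; camera adjusted p = 0.0182; adjusted p = 0.503 with an estimated correlation) and 0.56 for INS + VD vs. CK (27 of 32 higher; camera adjusted p = 2.44e-18; adjusted p = 0.121 with an estimated correlation). Heat shock and unfolded protein response genes came to 0.22 without VD replicate 1 (VD vs. CK). Heat shock and unfolded protein response genes came to 0.35 (adjusted p = 0.115) without VD replicate 2, 0.35 (adjusted p = 0.112) without VD replicate 3, 0.35 without INS + VD replicate 1, 0.07 (adjusted p = 0.34) without INS + VD replicate 2, 0.35 without INS + VD replicate 3 and 0.19 (adjusted p = 0.106) without the genes of Tables S2 and S3 (INS + VD vs. VD). Hypoxia and angiogenesis genes had a median log2 fold change of 0.09 for VD vs. CK (23 of 37 higher; camera adjusted p = 0.127), 0.06 for INS + VD vs. VD (21 of 37 higher; camera adjusted p = 0.753) and 0.25 for INS + VD vs. CK (25 of 37 higher; camera adjusted p = 0.00151; adjusted p = 0.473 with an estimated correlation). Hypoxia and angiogenesis genes came to 0.21 (adjusted p = 0.00665) without VD replicate 1 (VD vs. CK). Hypoxia and angiogenesis genes came to −0.08 without VD replicate 1, 0.19 without VD replicate 2 and −0.01 without INS + VD replicate 2 (INS + VD vs. VD). Hypoxia and angiogenesis genes came to 0.19 (adjusted p = 0.073) without CK replicate 3 (INS + VD vs. CK). Medians came closer to 0 under another scaling for apoptosis genes (0.03) for VD vs. CK with FPKM rescaled to an equal sum per library; for apoptosis genes (−0.07) and immediate early genes (−0.01) for INS + VD vs. VD with FPKM rescaled to an equal sum per library; for immediate early genes (−0.09) for VD vs. CK with median centring; for heat shock and unfolded protein response genes (0.04) for INS + VD vs. VD with median centring. The hypoxia median became −0.09 for VD vs. CK with FPKM rescaled to an equal sum per library and −0.10 for INS + VD vs. VD with median centring.

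Olfactory bulb genes had a median log2 fold change of 1.26 for VD vs. CK (24 of 33 higher; camera adjusted p = 3.52e-04; adjusted p = 0.505 with an estimated correlation), −0.59 for INS + VD vs. VD (21 of 33 lower; camera adjusted p = 0.00364; adjusted p = 0.408 with an estimated correlation) and 0.40 for INS + VD vs. CK (22 of 33 higher; camera adjusted p = 0.0779). Olfactory bulb genes came to 0.65 without VD replicate 3 (VD vs. CK). Olfactory bulb genes came to −0.96 without VD replicate 2, −0.16 (adjusted p = 0.0808) without VD replicate 3, −0.32 without INS + VD replicate 3 and −0.27 (adjusted p = 0.138) without the genes of Tables S2 and S3 (INS + VD vs. VD). Olfactory bulb genes came to 0.70 (adjusted p = 0.00552) without CK replicate 1, 0.18 without CK replicate 3, 0.40 (adjusted p = 0.0204) without VD replicate 2 and 0.47 (adjusted p = 0.0187) without INS + VD replicate 1 (INS + VD vs. CK). Striatum genes had a median log2 fold change of −0.34 for VD vs. CK (16 of 29 lower; camera adjusted p = 0.699), 0.91 for INS + VD vs. VD (22 of 29 higher; camera adjusted p = 6.73e-04; adjusted p = 0.468 with an estimated correlation) and 0.70 for INS + VD vs. CK (26 of 29 higher; camera adjusted p = 8.98e-07; adjusted p = 0.473 with an estimated correlation). Striatum genes came to 0.44 without CK replicate 1, −0.20 without CK replicate 2, −0.51 (adjusted p = 0.00971) without CK replicate 3, −0.19 without VD replicate 2 and −0.22 without VD replicate 3 (VD vs. CK). Striatum genes came to 0.58 without INS + VD replicate 3 and 0.70 (adjusted p = 0.106) without the genes of Tables S2 and S3 (INS + VD vs. VD). Striatum genes came to 1.20 without CK replicate 1, 0.20 (adjusted p = 0.198) without CK replicate 3 and 0.42 without INS + VD replicate 3 (INS + VD vs. CK). Septum and pallidum genes had a median log2 fold change of 0.34 for VD vs. CK (12 of 19 higher; camera adjusted p = 0.366), 0.22 for INS + VD vs. VD (10 of 19 higher; camera adjusted p = 0.972) and 0.43 for INS + VD vs. CK (13 of 19 higher; camera adjusted p = 0.147). Septum and pallidum genes came to 0.58 without CK replicate 3 and −0.23 without VD replicate 2 (VD vs. CK). Septum and pallidum genes came to −0.07 without VD replicate 1, 0.54 without VD replicate 2, 0.01 without VD replicate 3, 0.38 without INS + VD replicate 1, −0.03 without INS + VD replicate 2 and 0.00 without INS + VD replicate 3 (INS + VD vs. VD). Septum and pallidum genes came to 0.77 without CK replicate 1, 0.27 without CK replicate 3, 0.43 (adjusted p = 0.0158) without VD replicate 2, 0.49 (adjusted p = 0.0338) without INS + VD replicate 1 and 0.50 (adjusted p = 0.05) without the genes of Tables S2 and S3 (INS + VD vs. CK). Hypothalamus genes had a median log2 fold change of 0.38 for VD vs. CK (18 of 23 higher; camera adjusted p = 0.0139; adjusted p = 0.505 with an estimated correlation), 0.45 for INS + VD vs. VD (16 of 23 higher; camera adjusted p = 0.201) and 1.14 for INS + VD vs. CK (19 of 23 higher; camera adjusted p = 3.31e-10; adjusted p = 0.121 with an estimated correlation). Hypothalamus genes came to 0.43 (adjusted p = 0.0749) without CK replicate 3, 0.46 (adjusted p = 0.112) without VD replicate 1, 0.38 (adjusted p = 0.0715) without VD replicate 2 and 0.34 (adjusted p = 0.297) without the genes of Tables S2 and S3 (VD vs. CK). Hypothalamus genes came to 0.78 (adjusted p = 0.0283) without VD replicate 1, 0.21 without VD replicate 2, 0.20 without VD replicate 3 and 0.84 (adjusted p = 6.29e-04) without INS + VD replicate 1 (INS + VD vs. VD). Medians came closer to 0 under another scaling for septum and pallidum genes (0.05) for INS + VD vs. VD with median centring. The septum list had a mean of 0.07 and a test downwards for INS + VD vs. VD, and a median of −0.03 with quantile normalization.

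Thalamus and habenula genes had a median log2 fold change of 0.14 for VD vs. CK (14 of 24 higher; camera adjusted p = 0.774), 0.25 for INS + VD vs. VD (16 of 24 higher; camera adjusted p = 0.27) and 0.37 for INS + VD vs. CK (16 of 24 higher; camera adjusted p = 0.0499; adjusted p = 0.539 with an estimated correlation). Thalamus and habenula genes came to 0.00 without CK replicate 1, 0.02 without CK replicate 2, 0.32 without CK replicate 3, 0.35 without VD replicate 1, −0.08 without VD replicate 2 and 0.02 without VD replicate 3 (VD vs. CK). Thalamus and habenula genes came to 0.04 without VD replicate 1, 0.08 without VD replicate 2, 0.58 without INS + VD replicate 1, −0.20 without INS + VD replicate 2 and 0.42 without INS + VD replicate 3 (INS + VD vs. VD). Thalamus and habenula genes came to 0.16 (adjusted p = 0.238) without CK replicate 1, 0.14 (adjusted p = 0.135) without CK replicate 2, 0.37 (adjusted p = 0.0902) without VD replicate 1, 0.37 (adjusted p = 0.0544) without VD replicate 3, 0.76 without INS + VD replicate 1, −0.01 (adjusted p = 0.55) without INS + VD replicate 2, 0.59 without INS + VD replicate 3 and 0.42 (adjusted p = 0.0547) without the genes of Tables S2 and S3 (INS + VD vs. CK). Brainstem and spinal cord genes had a median log2 fold change of 1.04 for VD vs. CK (14 of 15 higher; camera adjusted p = 0.00269; adjusted p = 0.505 with an estimated correlation), −0.13 for INS + VD vs. VD (9 of 15 lower; camera adjusted p = 0.197) and 0.61 for INS + VD vs. CK (13 of 15 higher; camera adjusted p = 4.78e-04; adjusted p = 0.51 with an estimated correlation). Brainstem and spinal cord genes came to 0.13 (adjusted p = 0.41) without VD replicate 2, 1.82 without VD replicate 3 and 0.84 (adjusted p = 0.119) without the genes of Tables S2 and S3 (VD vs. CK). Brainstem and spinal cord genes came to −0.64 without VD replicate 1, 0.66 without VD replicate 2, −0.44 (adjusted p = 0.022) without VD replicate 3, −0.02 without INS + VD replicate 1, −0.82 (adjusted p = 0.00194) without INS + VD replicate 2 and 0.20 without INS + VD replicate 3 (INS + VD vs. VD). Brainstem and spinal cord genes came to 0.09 (adjusted p = 0.28) without INS + VD replicate 2 and 1.30 without INS + VD replicate 3 (INS + VD vs. CK). Cerebellum genes had a median log2 fold change of −1.86 for VD vs. CK (19 of 21 lower; camera adjusted p = 7.87e-04; adjusted p = 0.538 with an estimated correlation), 0.03 for INS + VD vs. VD (12 of 21 higher; camera adjusted p = 0.701) and −1.46 for INS + VD vs. CK (20 of 21 lower; camera adjusted p = 2.37e-08; adjusted p = 0.473 with an estimated correlation). Cerebellum genes came to 0.04 (adjusted p = 0.9) without CK replicate 3 (VD vs. CK). Cerebellum genes came to 0.19 without VD replicate 1, 0.29 without VD replicate 2, −0.11 without VD replicate 3, −0.08 without INS + VD replicate 2 and 0.61 without INS + VD replicate 3 (INS + VD vs. VD). Cerebellum genes came to 0.25 (adjusted p = 0.366) without CK replicate 3 (INS + VD vs. CK). Neocortex genes had a median log2 fold change of −0.52 for VD vs. CK (23 of 28 lower; camera adjusted p = 0.0409; adjusted p = 0.541 with an estimated correlation), 0.62 for INS + VD vs. VD (22 of 28 higher; camera adjusted p = 0.0182; adjusted p = 0.508 with an estimated correlation) and 0.07 for INS + VD vs. CK (15 of 28 higher; camera adjusted p = 0.679). Neocortex genes came to −0.33 (adjusted p = 0.34) without CK replicate 1, −0.21 (adjusted p = 0.346) without CK replicate 2, −1.04 without CK replicate 3, −0.60 (adjusted p = 0.191) without VD replicate 2, −0.61 (adjusted p = 0.135) without VD replicate 3 and −0.49 (adjusted p = 0.141) without the genes of Tables S2 and S3 (VD vs. CK). Neocortex genes came to 0.42 (adjusted p = 0.14) without VD replicate 2, 0.80 (adjusted p = 0.0972) without VD replicate 3, 0.33 (adjusted p = 0.125) without INS + VD replicate 1, 1.12 without INS + VD replicate 2, 0.60 (adjusted p = 0.0581) without INS + VD replicate 3 and 0.50 (adjusted p = 0.11) without the genes of Tables S2 and S3 (INS + VD vs. VD). Neocortex genes came to 0.38 without CK replicate 1, 0.41 without CK replicate 2, −0.35 (adjusted p = 3.82e-04) without CK replicate 3, −0.17 without INS + VD replicate 1, 0.43 (adjusted p = 0.00793) without INS + VD replicate 2 and −0.01 without INS + VD replicate 3 (INS + VD vs. CK). Medians came closer to 0 under another scaling for thalamus and habenula genes (0.00) for VD vs. CK with FPKM rescaled to an equal sum per library; for thalamus and habenula genes (0.03) for INS + VD vs. VD with quantile normalization. The cerebellum median became −0.14 for INS + VD vs. VD with median centring.

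Neuroactive receptor genes had a median log2 fold change of −0.37 for VD vs. CK (80 of 121 lower; camera adjusted p = 0.0168; adjusted p = 0.591 with an estimated correlation) and 0.37 for INS + VD vs. CK (90 of 121 higher; camera adjusted p = 4.03e-05; adjusted p = 0.51 with an estimated correlation). Neuroactive receptor genes came to −0.09 (adjusted p = 0.427) without CK replicate 1, −0.27 (adjusted p = 0.13) without CK replicate 2, −0.59 without CK replicate 3, −0.19 (adjusted p = 0.113) without VD replicate 1 and −0.14 (adjusted p = 0.251) without the genes of Tables S2 and S3 (VD vs. CK). Neuroactive receptor genes came to 0.63 without CK replicate 1 and 0.00 (adjusted p = 0.697) without CK replicate 3 (INS + VD vs. CK). Ribosomal protein genes had a median log2 fold change of 0.96 for VD vs. CK (72 of 73 higher; camera adjusted p = 3.52e-13; adjusted p = 0.505 with an estimated correlation) and −0.31 for INS + VD vs. CK (56 of 73 lower; camera adjusted p = 2.77e-04; adjusted p = 0.839 with an estimated correlation). Ribosomal protein genes came to 0.33 without VD replicate 1 (VD vs. CK). Ribosomal protein genes came to −0.09 (adjusted p = 0.366) without CK replicate 3 and −0.14 without INS + VD replicate 3 (INS + VD vs. CK). Serotonergic synapse genes had a median log2 fold change of 0.62 for INS + VD vs. VD (34 of 47 higher; camera adjusted p = 0.00199; adjusted p = 0.408 with an estimated correlation) and 0.08 for INS + VD vs. CK (28 of 47 higher; camera adjusted p = 0.289). Serotonergic synapse genes came to 0.25 without VD replicate 1 and 0.42 (adjusted p = 0.106) without the genes of Tables S2 and S3 (INS + VD vs. VD). Serotonergic synapse genes came to 0.25 (adjusted p = 0.0256) without CK replicate 1 and −0.06 without CK replicate 3 (INS + VD vs. CK). Oxytocin signaling genes had a median log2 fold change of 0.58 for INS + VD vs. VD (59 of 80 higher; camera adjusted p = 2.09e-04; adjusted p = 0.408 with an estimated correlation) and −0.04 for INS + VD vs. CK (44 of 80 lower; camera adjusted p = 0.679). Oxytocin signaling genes came to 0.38 without VD replicate 1, 0.87 without VD replicate 3 and 0.39 (adjusted p = 0.106) without the genes of Tables S2 and S3 (INS + VD vs. VD). Oxytocin signaling genes came to 0.04 without CK replicate 1, 0.01 without CK replicate 2, 0.10 without INS + VD replicate 2 and −0.15 without INS + VD replicate 3 (INS + VD vs. CK). Carbon metabolism genes had a median log2 fold change of 0.01 for INS + VD vs. CK (47 of 80 higher; camera adjusted p = 0.493). Carbon metabolism genes came to 0.00 without CK replicate 2, −0.08 without INS + VD replicate 2 and 0.13 without INS + VD replicate 3 (INS + VD vs. CK). General neuronal genes had a median log2 fold change of 0.08 for INS + VD vs. CK (18 of 32 higher; camera adjusted p = 0.9). General neuronal genes came to 0.25 without CK replicate 1, −0.11 (adjusted p = 0.0453) without CK replicate 3 and −0.08 without INS + VD replicate 3 (INS + VD vs. CK). Excitatory neuron genes had a median log2 fold change of −0.10 for INS + VD vs. CK (21 of 38 lower; camera adjusted p = 0.581). Excitatory neuron genes came to 0.16 without CK replicate 1, 0.39 without CK replicate 2, −0.56 (adjusted p = 4.00e-04) without CK replicate 3, −0.40 without INS + VD replicate 1, 0.35 (adjusted p = 0.0105) without INS + VD replicate 2 and −0.29 (adjusted p = 0.0175) without INS + VD replicate 3 (INS + VD vs. CK). GABAergic interneuron genes had a median log2 fold change of 0.33 for INS + VD vs. CK (18 of 26 higher; camera adjusted p = 0.491). GABAergic interneuron genes came to 0.59 without CK replicate 1, −0.30 without CK replicate 3, 0.18 without INS + VD replicate 1 and −0.04 without INS + VD replicate 3 (INS + VD vs. CK).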
